# The Temporal Order of DNA Replication Shaped by Mammalian DNA Methyltransferases

**DOI:** 10.3390/cells10020266

**Published:** 2021-01-29

**Authors:** Shin-ichiro Takebayashi, Tyrone Ryba, Kelsey Wimbish, Takuya Hayakawa, Morito Sakaue, Kenji Kuriya, Saori Takahashi, Shin Ogata, Ichiro Hiratani, Katsuzumi Okumura, Masaki Okano, Masato Ogata

**Keywords:** DNA replication, replication timing, DNA methyltransferases

## Abstract

Multiple epigenetic pathways underlie the temporal order of DNA replication (replication timing) in the contexts of development and disease. DNA methylation by DNA methyltransferases (Dnmts) and downstream chromatin reorganization and transcriptional changes are thought to impact DNA replication, yet this remains to be comprehensively tested. Using cell-based and genome-wide approaches to measure replication timing, we identified a number of genomic regions undergoing subtle but reproducible replication timing changes in various *Dnmt*-mutant mouse embryonic stem (ES) cell lines that included a cell line with a drug-inducible Dnmt3a2 expression system. Replication timing within pericentromeric heterochromatin (PH) was shown to be correlated with redistribution of H3K27me3 induced by DNA hypomethylation: Later replicating PH coincided with H3K27me3-enriched regions. In contrast, this relationship with H3K27me3 was not evident within chromosomal arm regions undergoing either early-to-late (EtoL) or late-to-early (LtoE) switching of replication timing upon loss of the Dnmts. Interestingly, Dnmt-sensitive transcriptional up- and downregulation frequently coincided with earlier and later shifts in replication timing of the chromosomal arm regions, respectively. Our study revealed the previously unrecognized complex and diverse effects of the Dnmts loss on the mammalian DNA replication landscape.

## 1. Introduction

Mammalian chromosomes consist of multiple replication origins. Coordinate activation of multiple origins across the scale of several hundred kilobases to several megabases forms replication domains, the regulatory units of DNA replication [1,2,3]. Genome-wide replication timing analysis has revealed the periodic distribution of early and late replication domains along the chromosome arms [4]. Replication domains are reorganized in the contexts of development and disease, giving rise to cell type-specific organization of replication domains [4]. For example, the chromosomal region that contains pluripotency-associated genes such as *Dppa2*/*Dppa4* displays early replication in mouse ES cells, while in closely related epiblast stem cells, the same region switches to late replication [5]. Replication timing of some genomic regions is commonly dysregulated in pediatric leukemia patient cells [6]. Given these observations, epigenetic mechanisms are thought to play important roles in the temporal regulation of DNA replication. To date, however, only a handful of epigenetic modifiers have been tested to determine whether and to what extent they contribute towards the DNA replication program [7].

DNA methylation is an epigenetic modification found in gene regulatory regions, heterochromatin, DNA repeats, and transposable elements [8,9]. DNA methylation patterns in the genome are stably inherited over many cell divisions by the cooperative action of the DNA methyltransferases (Dnmts) [10,11]. Regulation of gene transcription by DNA methylation has been well studied. Mechanistically, methylated CpGs are recognized by a set of methyl CpG-binding proteins (MBDs and the BTB/POZ domain family of proteins) that recruit chromatin-modifying complexes and bring about repressive chromatin environments near gene promoter regions [12]. Mouse pericentromeric heterochromatin (PH) forms a microscopically observable nuclear domain that contains highly methylated DNA [13]. Not only Dnmts, but also MDBs are localized at PH, thus providing a model to examine the relationship between DNA methylation and histone modifications [14,15]. Genetic inactivation of genes responsible for DNA methylation leads to aberrant gene expression patterns [16,17,18]. Several biochemical studies have shown the interaction of DNA methyltransferases with various histone modifiers, suggesting that non-catalytic functions of Dnmts also contribute to the regulation of gene expression [19,20]. However, the roles of the Dnmts other than gene regulation are poorly understood. DNA hypomethylation is associated with the promotion of tumorigenesis and other disease states [21,22], and a causal relationship between DNA hypomethylation and chromosome instability has been reported; however, the underlying mechanisms remain unclear [23,24,25].

Although genome-wide replication timing analysis has not been performed in Dnmt-deficient cells, a global correlation between DNA methylation and early replication has been observed [26]. This is somewhat unexpected since the Dnmts and DNA methylation generally induce repressive chromatin environments that favor late replication. To directly examine the extent to which the loss of Dnmts and DNA methylation affect the DNA replication program, we performed detailed replication timing analysis using genetically engineered *Dnmt*-mutant mouse ES cell lines.

## 2. Materials and Methods

### 2.1. Cell Culture

*Dnmt1^−/−^Dnmt3a^−/−^Dnmt3b^−/−^* triple-knockout (TKO) ES cells (clone 19-1) [27] and wild-type (WT) J1 ES cells were maintained on gelatin-coated culture dishes in KnockOut Dulbecco’s Modified Eagle Medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 7.5% (*v/v*) ES-qualified FBS (Hyclone, Logan, UT, USA), 7.5% (*v/v*) KnockOut Serum Replacement (Thermo Fisher Scientific, Waltham, MA, USA), 2 mM L-glutamine, 10 mM HEPES, 100 U/mL penicillin/streptomycin, 0.1 mM non-essential amino acids, and 0.1 mM β-mercaptoethanol in the presence of leukemia inhibitory factor (LIF) at 37 °C with 5% CO_2_.

*Dnmt3a^−/−^Dnmt3b^−/−^* double-knockout (DKO) ES cell clones stably expressing WT or catalytic-defective (C487S) Dnmt3a2 were generated by electroporation-mediated introduction of cDNA expression plasmids driven by the CAG promoter, followed by selection with blasticidin. An empty expression plasmid was used to generate control mock clones.

*Dnmt3a^−/−^Dnmt3b^−/−^* DKO ES cell clones stably expressing RU486 (mifepristone, a progesterone receptor antagonist)-inducible Dnmt3a2 were generated by electroporation-mediated introduction of an expression plasmid for Dnmt3a2 fused with a modified ligand-binding domain of the human progesterone receptor (termed “GPRh”) driven by the CAG promoter, followed by selection with blasticidin. A mammalian expression vector with the RU486-inducible GPRh was provided by Hitoshi Niwa, Kumamoto University. The GPRh is a chimeric protein comprising the human glucocorticoid receptor (513-554; UniProt ID, P04150) and the human progesterone receptor (710-914; UniProt ID, P06401), in which the N-terminal helices 1 and 2 in the ligand-binding domain of the progesterone receptor are replaced with those of the glucocorticoid receptor to increase the capacity for cytosolic retention in the absence of ligand [28], and the C-terminal 19 amino acids of the progesterone receptor are deleted allowing response to RU486 but not to progesterone [29,30]. Five amino acids (MHAYG) derived from the cloning site are added at the C-terminal end. To induce expression of the Dnmt3a2 protein, ES cells (clone 1723) were cultured in ES medium containing 1 µM RU486 for 14 days on feeder mouse embryonic fibroblast (MEF) cells. Control cells were treated with ethanol only.

### 2.2. Genome-Wide Replication Timing Analysis

Replication timing analysis with BrdU labeling was performed as described previously [31,32,33] with modifications. In brief, cells were labeled with 50 µM BrdU for 2 h, washed twice with ice-cold PBS, trypsinized, and then fixed in 75% (*v/v*) ethanol. These cells were resuspended in PBS containing 1% FBS, stained with propidium iodide (20 µg/mL) for 30 min in the presence of RNase A (250 µg/mL), and then sorted into early and late S phase fractions by flow cytometry (SH800 Cell Sorter; Sony Biotechnology, Tokyo, Japan). After phenol-chloroform extraction of the cellular DNA, immunoprecipitation with anti-BrdU mouse monoclonal antibody (Cat#555627; BD Biosciences, San Jose, CA, USA) was performed for each fraction to enrich BrdU-substituted replicating DNA. Isolated early and late replicating DNA were amplified by whole-genome amplification (WGA) (SeqPlex Enhanced DNA Amplification Kit; Sigma-Aldrich, St. Louis, MO, USA) and used to construct libraries for sequencing with an Ion Proton next generation sequencer (Life Technologies, Waltham, MA, USA). Library preparation and data acquisition were performed according to standard Ion Proton procedures. Data analyses were performed with SeqMonk (http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) and R/Bioconductor (http://www.r-project.org; http://www.bioconductor.org). The number of total reads in each sample were normalized per million reads in SeqMonk. The ratio of sequence reads between early and late S phase samples was determined in windows of 5 kb and LOESS-smoothed over a 300-kb window size in R/Bioconductor. These smoothed datasets were used to generate the replication timing profiles.

For some analyses, datasets were averaged into 200-kb windows (fixed position) and the replication timing differential (i.e., TKO ratio − WT ratio) was determined for each 200-kb segment. To determine the significant replication timing switching domains that were independent of changes between replicates, we calculated the Euclidian distance at 13,222 200-kb segments between groups (i.e., WT vs. TKO) and within groups (i.e., WT replicate-1 vs. WT replicate-2), which was used to calculate the *p*-values at each 200-kb genomic segment [34]. Statistical significance was then calculated using the qvalue package in R/Bioconductor, which yields a *q*-value for each segment that reflects the proportion of false positives (i.e., the false discovery rate; FDR) among segments deemed to have significant replication timing changes. High-confidence replication timing switching domains were selected with a *q*-value cutoff of 0.01, corresponding to an overall FDR of 1%. A *q*-value cutoff of 0.05 was also used to identify a set of lower-confidence domains. 

### 2.3. DNA Combing

DNA combing and immunofluorescence detection of replication-labeled DNA were performed as described previously [35]. Cells were first labeled with 100 µM 5-iodo-2′-deoxyuridine (IdU; Sigma-Aldrich, St. Louis, MO, USA) for 20 min. After washing with PBS, the cells were labeled with 100 µM 5-chloro-2′-deoxyuridine (CldU; Sigma-Aldrich, St. Louis, MO, USA) for 20 min. The labeling reaction was stopped by washing the cells with ice-cold PBS. The cells were collected by centrifugation at 400× *g* for 3 min at 4 °C, and the supernatant was removed before adding buffer A (250 mM sucrose, 20 mM HEPES, pH 7.0, 10 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA) to the cell pellets. Then, agarose LM-MP (Roche, Mannheim, Germany) was added to a final concentration of 0.7% (*w/v*), and the resultant cell suspension was transferred into a plug mold. After 2 h of incubation on ice, the solidified gel containing the cells was incubated in ESP solution (10 mM N-lauroylsarcosine sodium salt, 10 mM Tris-HCl, pH 8.0, 0.5 M EDTA, 2 mg/mL Proteinase K) for 16 h at 50 °C to digest the proteins. Next, the gel was washed with 0.5 M EDTA three times and then washed twice with 1× TE (10 mM Tris-HCl, pH 8.0, 1 mM EDTA). After 1 h of incubation at room temperature, the gel was washed with 1× TE and incubated with 50× β-agarase buffer (Lonza Japan, Tokyo, Japan) for 1 h. Then, the gel was melted at 70 °C, and β-agarase I (Lonza Japan, Tokyo, Japan) was added to complete the gel dissolution. Finally, the DNA was diluted with 0.5 M MES, pH 5.5 and stored at 4 °C until use. DNA molecules isolated in the MES buffer were combed at a rate of 300 µm/s onto silanated coverslips (Matsunami Glass, Osaka, Japan) as described previously [36]. To estimate the degree of DNA molecule stretching on the coverslips, λ-DNA molecules were similarly combed and stained with YOYO-1 for length measurement. Because the λ phage virus genome is 48.5 kb in length, the rate of DNA stretching was calculated as 2.32 ± 0.11 kb/mm. Combed DNA molecules were denatured in 50% formamide and 2× SSC (saline-sodium citrate) buffer for 12 min at 72 °C. Denatured DNA molecules were incubated in blocking solution (3% Blocking Reagent from Sigma-Aldrich, and 0.05% Tween 20 in PBS) for 30 min at 37 °C to reduce nonspecific binding, followed by incubation in a detection solution (1% Blocking Reagent, 0.05% Tween 20 in PBS) containing the primary antibodies for 1 h at 37 °C. A mouse anti-BrdU monoclonal antibody (1:5 dilution, clone B44, mouse IgG1, Cat#347580; BD Biosciences, San Jose, CA, USA) and rat anti-BrdU monoclonal antibody (1:50 dilution, clone BU1/75, rat IgG2a, Cat#ab6326; Abcam, Cambridge, UK) were used for immunodetection of IdU- and CldU-labeled DNA, respectively. After washing with 0.05% Tween 20/PBS, the DNA molecules were incubated in detection solution containing Alexa Fluor 555-conjugated goat anti-mouse IgG (1:100 dilution; Life Technologies, Carlsbad, CA, USA) and Alexa Fluor 488-conjugated rabbit anti-rat IgG (1:100 dilution; Life Technologies, Carlsbad, CA, USA) for 30 min at 37 °C. After washing with 0.05% Tween 20/PBS, the coverslips were mounted in Vectashield (Vector Laboratories, Burlingame, CA, USA).

### 2.4. Immunofluorescence Staining

ES cells grown on culture dishes were collected by trypsinization, cytospun onto glass slides for 10 min at 1350 rpm, fixed with 4% paraformaldehyde in PBS (10 min, 25 °C), washed, and then permeabilized with 0.5% Triton X-100 in PBS (10 min, 25 °C). For immunostaining, the samples were incubated in blocking solution (3% BSA, 0.1% Tween 20 in 4× SSC) for 30 min at 37 °C to reduce nonspecific binding, and then in detection solution (1% BSA, 0.1% Tween 20 in 4× SSC) containing primary antibodies for 1 h at 37 °C. After three washes with 4× SSC, the samples were incubated in detection solution containing the secondary antibodies. The primary antibodies were: anti-PCNA mouse monoclonal antibody (1:20 dilution, Cat#sc-56; Santa Cruz Biotechnology, Santa Cruz, CA, USA), anti-H3K27me3 mouse monoclonal antibody (1:200 dilution, Cat#05-851; Millipore, Billerica, MA, USA), anti-H3K27me3 rabbit polyclonal antibody (1:200 dilution, Cat#07-449; Millipore, Billerica, MA, USA), anti-H3K9me3 rabbit polyclonal antibody (1:500 dilution, Cat#07-442; Millipore, Billerica, MA, USA), anti-H4K20me3 rabbit polyclonal antibody (1:500 dilution, Cat#07-463; Millipore, Billerica, MA, USA), anti-phospho-H3S10 rabbit polyclonal antibody (1:100 dilution, Cat#06-570; Millipore, Billerica, MA, USA), anti-AIM-1/Aurora-B mouse monoclonal antibody (1:50 dilution, Cat#611082; BD Biosciences, Bedford MA, USA), anti-HP1β mouse monoclonal antibody (1:500 dilution, Cat# MAB3448; Chemicon International, Hofheim, Germany). Alexa Fluor 488 goat anti-mouse IgG (Cat# A11017; Molecular Probes, Carlsbad, CA, USA), Alexa Fluor 555 goat anti-rabbit IgG (Cat#A21430; Molecular Probes, Carlsbad, CA, USA), and Alexa Fluor 647 goat anti-rabbit IgG (Cat#A21245; Molecular Probes, Carlsbad, CA, USA) were used as secondary antibodies. Before imaging, the slides were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, 200 ng/mL; Life Technologies, Carlsbad, CA, USA), washed with 4× SSC and then mounted in 90% glycerol containing an antifade reagent.

### 2.5. Visualization of Replication Sites in the Cell Nucleus

Cells were labeled with 100 µM EdU (Life Technologies, Carlsbad, CA, USA) for 10 min, aliquoted onto coverslips and fixed with 4% paraformaldehyde in PBS, and then permeabilized with 0.5% Triton X-100 in PBS. Blocking was performed by incubation in 3% BSA/0.1% Tween 20/Tris-buffered saline, pH for 30 min. EdU-labeled DNA was detected with the Click-iT EdU Alexa Fluor 488 Imaging Kit (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol. Digoxigenin (DIG)-labeled DNA was detected with an anti-DIG antibody conjugated with FITC (1:200 dilution; Roche, Mannheim, Germany). DAPI was used to counterstain the DNA. In the experiment in Figure 1B, digoxigenin-11-dUTP (DIG-dUTP; Roche, Mannheim, Germany) was loaded into cells with the hypotonic shift method for replication labeling [37]. Incorporated DIG-dUTP was detected with an anti-DIG antibody conjugated with rhodamine (Cat#11207750910; Roche, Mannheim, Germany).

### 2.6. Immuno-DNA FISH

Cells cytospun onto glass slides were fixed with 4% paraformaldehyde for 10 min, washed, and then permeabilized with 0.5% Triton X-100 in PBS. After immunostaining with the H3K27me3 antibody as described above, samples were refixed with 4% paraformaldehyde for 10 min and then heat denatured in 50% formamide and 2× SSC for 10 min at 80 °C. Denatured samples were immersed in 70% ethanol for 5 min at −20 °C and dehydrated with a 90–100% ethanol gradient. To generate DNA FISH probes, major satellite, minor satellite, and telomere genomic DNA fragments amplified by PCR were labeled by nick translation. The following primer sets were used: Major satellite-f (5′-AGTGTGCCGTTGTCTCTTCG-3′), major satellite-r (5′-ACACCAGAGTGCAAGACAGC-3′), minor satellite-f (5′-AGAACATATTAGATGAGT-3′), minor satellite-r (5′-ACTCATCTAATATGTTCT-3′), telomere-f (5′-TTAGGGTTAGGGTTAGGGTTAGGGTTAGGG-3′), and telomere-r (5′-CCCTAACCCTAACCCTAACCCTAACCCTAA-3′). Cells were treated with 0.5% Triton X-100 in CSK buffer (10 mM PIPES, pH 6.8, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 1 mM EGTA) for 30 s at 4 °C, fixed with 4% paraformaldehyde, and then immersed in 70% ethanol for 5 min at −20 °C. The cells were dehydrated with a 90–100% ethanol gradient, and the denatured FISH probe mixture was hybridized to slides at 37 °C for 16 h in a moist chamber. Slides were washed three times with 50% formamide in 2× SSC at 43 °C and then washed a further three times with 0.8× SSC at 60 °C. Slides were incubated for 30 min in a blocking solution (3% BSA, 0.1% Tween 20 in 2× SSC) at 37 °C and incubated in a detection solution (1% BSA, 0.1% Tween 20 in 2× SSC) containing anti-DIG-conjugated rhodamine for 30 min at 37 °C. Then, slides were washed three times with 4× SSC/0.1% Tween 20 for 5 min at 43 °C. Before imaging, the slides were counterstained with DAPI (200 ng/mL), washed with 4× SSC, and then mounted in 90% glycerol containing an antifade reagent.

### 2.7. Microarray Analysis

Total cellular RNA from two independent experiments was reverse transcribed and hybridized to the Affymetrix Mouse Genome 430 2.0 microarray, as described previously [38]. Data processing, quality control, and output file generation was performed with Affymetrix Gene Expression Console. Raw data (CEL files) were used to perform normalization through the Robust Multiarray Analysis (RMA) algorithm.

### 2.8. Methylation Analysis by Southern Blotting

Genomic DNA was digested with CpG methylation-sensitive restriction enzymes (HpaII or MaeII), blotted, and hybridized with major satellite (pSAT) probes as described previously [39].

### 2.9. Imaging System and Measurements

Images were collected using a Leica DM RA2 fluorescence microscope equipped with a cooled charge-coupled device camera (C4742-95-12ER; Hamamatsu Photonics, Shizuoka, Japan), controlled by an Apple Macintosh G4 computer running the software program IPLab (Signals Analytics, Vienna, VA, USA). The images were captured at different stage positions and processed with the Huygens Essential deconvolution software (Scientific Volume Imaging, Hilversum, Netherlands). For some experiments, a fluorescence microscope (Axioplan 2 MOT; Carl Zeiss, Jena, Germany) equipped with an ORCA R2 camera (Hamamatsu Photonics, Shizuoka, Japan) was used for imaging.

## 3. Results

### 3.1. H3K27me3 Foci Formed in Mouse Embryonic Stem Cells with Severely Hypomethylated DNA Coincide with Later Replication of Pericentromeric Heterochromatin

Intranuclear distribution patterns of DNA replication sites are known to change dynamically during S phase: DNA replication initially occurs throughout the interior part of the nucleus, then in the region of the pericentromeric heterochromatin (PH) that is densely stained with DAPI, and last in the nuclear periphery [40,41]. To examine the effect of Dnmt loss on the DNA replication program, we first investigated the spatial organization of DNA replication sites in *Dnmt1^−/−^Dnmt3a^−/−^Dnmt3b^−/−^* triple-knockout (TKO) mouse ES cells. We observed that the S phase stage-specific distribution patterns of DNA replication sites (patterns I–V) and their frequency in TKO ES cells were comparable to those in wild-type ES cells (Figure 1A), suggesting that spatial regulation of the DNA replication program is largely maintained in the absence of the Dnmts. We also did not detect a significant difference between wild-type and TKO ES cells in the rate of replication fork progression and ori-to-ori distance as measured by a DNA combing assay (Figure S1).

A previous report demonstrated that H3K27me3 foci are formed in the PH of extensively DNA hypomethylated cells [42]. Consistent with this, we observed H3K27me3 foci formation at major satellite repeats, which are a main structural component of PH (Figure S2A,B), and regional exclusion of normally enriched constitutive heterochromatin markers such as HP1β, H3K9me3, and H4K20me3 (Figure S2C,D). Although H3K27me3 foci are formed in a DNA methylation-dependent manner (Figure S3), a portion of PH in TKO ES cells still maintains the constitutive heterochromatin marks without H3K27me3 enrichment (Figure S2C,D), suggesting that loss of DNA methylation destabilizes constitutive chromatin structure and, as a consequence, indirectly induces regional H3K27me3 foci formation within PH. Interestingly, these H3K27me3-enriched PH regions replicate later than neighboring PH regions where H3K27me3 signal intensity is low (Figure 1B, colocalization of H3K27me3 foci with PCNA-positive later replicating PH but not with DIG-dUTP-positive earlier replicating PH). In H3K27me3-enriched PH regions, we also observed loss of Aurora B recruitment and H3S10 phosphorylation, which are known to coincide with replication timing delay (Figure 1C) [43]. Because the temporal order of replication within PH is closely correlated with the level of H3K27me3, it is suggested that sporadic chromatin reorganization induced by DNA methylation loss, rather than DNA methylation loss itself, affects the temporal order of DNA replication within PH.

### 3.2. Genome-Wide Replication Timing Analysis Identified a Subset of Chromosomal Regions Sensitive to Dnmt Loss

To systematically explore the effect of Dnmt loss on DNA replication, we next profiled the genome-wide replication timing of TKO ES cells in comparison with the parental control, wild-type ESC cells. To this end, BrdU-immunoprecipitated DNA from FACS-sorted early and late replicating fractions was analyzed using next generation sequencing (Figure 2A), and the ratio of early and late read enrichment (Log_2_ early/late) was determined against the chromosomal position (Figure 2B). 

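The profiles came from J1 mouse ES cells, the WT line, and from a TKO clone that lacks Dnmt1, the maintenance DNA methyltransferase, and Dnmt3a and Dnmt3b, the de novo enzymes. Each line was profiled in 2 biological replicates, and each replicate consisted of an early S and a late S library. BrdU was given at 50 µM for 2 h, and DNA made in that time was immunoprecipitated from the sorted fractions. The paper names an SH800 sorter and the sample records name a FACSCalibur sorter. The amplified DNA was sequenced on an Ion Proton, and the sample records name Bowtie2 and the mm10 assembly, without a version of Bowtie2. The authors scaled each library to its total number of reads, took the log2 ratio of early over late reads in windows of 5 kb and smoothed it by LOESS over 300 kb. A positive value therefore marks replication in early S phase and a negative value replication in late S phase. The deposited table held 529688 windows on 21 chromosomes for each of the 8 profiles of the study, with no missing value. It held no read counts, so the sequencing depth of each library is unknown, and the precision of a value was taken from the spread between replicates. The 8 profiles held the same sorted values (mean -0.054, SD 1.74 on the log2 scale), so they had been brought to one distribution before deposit, a step that the methods do not name. A shift of the whole genome toward early or late replication could not be seen in such values. The windows were averaged here into 13317 fixed 200-kb segments, of which 453 lay on chromosome Y and 36 held fewer than 20 of their 40 windows.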

Although the obtained replication timing profile of the TKO ES cells was globally similar to that of control ES cells, our detailed analysis identified a set of chromosomal regions that underwent switches from early to late (EtoL) and from late to early (LtoE) after Dnmt loss (Figure 2B). 

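The replication timing of TKO ES cells followed that of WT ES cells over most of the genome. Across the 13317 segments, Pearson's r between the group means was 0.957 ± 0.0091 (SD over the 4 pairs of a WT with a TKO replicate). Between single replicates r was 0.937 to 0.955 for WT with TKO, 0.985 within WT and 0.967 within TKO. Segments are not independent replicates, and r describes their order only. The median size of the change was 0.30 on the log2 scale, and the 99th percentile of its size was 1.48. For comparison, the median size of the difference between replicates was 0.18 in WT and 0.27 in TKO, with 99th percentiles of 0.92 and 1.24.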

To evaluate the statistical significance of these replication timing changes, we averaged datasets into 200-kb windows (total 13,222 200-kb segments/dataset) and calculated the proportion of differences greater than those observed between biological replicates. These proportions were converted to false discovery rate (FDR; see details in Materials and Methods) estimates to account for multiple testing. 

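The methods name a Euclidian distance between and within groups but give no formula, and the test was rebuilt here from their description. The difference of group means was its main form, and a Euclidean distance was run as an alternative. In each segment the absolute difference between the group means was set against the absolute differences between replicates 1 and 2 of both groups, pooled over all segments. These were divided by the square root of 2 so that both quantities have the same spread when nothing changes. The pooling takes the replicate spread as equal in every segment. The share of replicate differences at least as large gave a two-sided p-value, from which Storey q-values were estimated. For TKO against WT, 1654 segments had a later and 1507 an earlier mean at an unadjusted p-value under 0.05, and the estimated share of unchanged segments was 0.471. In data simulated with the replicate spread of this comparison, none of the segments changed by 0.5 on the log2 scale was called at a q-value cutoff of 0.01, 10.4% of those changed by 1 and 65.7% of those changed by 1.5. No unchanged segment was called, but the simulated noise was the replicate differences rotated along the genome, as the test assumes. Few false calls were therefore built in. Only 200 segments were changed, so with the unchanged share of 0.471 estimated in the data the recovery may differ.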

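Most segments delayed by Dnmt loss, 294 of 345, replicated early in WT ES cells, as did 80 of the 120 advanced ones and 5468 of all 13317. The WT mean enters both this class and the change, which favors early segments among the delayed. With timing taken from the DKO groups, 265 of the 345 were early. At a q-value cutoff of 0.01, 345 of the 13317 segments (69 Mb) replicated later in TKO than in WT ES cells, and 120 (24 Mb) replicated earlier. The EtoL segments formed 201 separate regions and the LtoE segments 88. In the EtoL segments the median timing was 3.11 in WT and 1.55 in TKO on the log2 scale, and 48 of the 345 crossed 0. They held 5.50 protein-coding genes per segment, against 1.64 over all segments and 2.75 over early segments that were not called (for the difference from all segments, permutation test over all circular rotations of the segments along the genome, p = 7.51e-05, the smallest value it can give). In the LtoE segments the median timing was 0.43 in WT and 1.91 in TKO, 30 of the 120 crossed 0, and there were 1.38 genes per segment (same permutation test, p = 0.384).
Among the regions with the largest delay was chromosome 7 from 19.2 to 19.8 Mb (mm10), with Opa3, a mitochondrial gene, and Vasp, an actin regulator. Its strongest segment, from 19.6 to 19.8 Mb, holds neither of these genes and moved from 3.38 ± 0.28 in WT to 1.07 ± 1.06 in TKO (SD, n = 2). Chromosome 8 from 10.4 to 11 Mb holds Irs2, which encodes an insulin receptor substrate, and part of Myo16. The strongest segment of this region moved from 1.16 ± 0.27 to -1.04 ± 0.18. The segment of Uhrf1, which recruits Dnmt1 to newly replicated DNA, moved from 3.04 ± 0.47 to 1.26 ± 1.09, and that of Dnmt1 from 3.09 ± 0.10 to 1.75 ± 0.30. Other delayed segments held the pluripotency gene Lin28a (change -1.44), the neural genes Nes (-1.46) and Tubb3 (-1.66), the mesoderm gene T (-1.48), the germline gene Dpep3 (-1.85) and Serpina10, Serpina6, Serpina16 and Serpina1f of the serpin cluster of chromosome 12 (-1.87). The largest advance was at a cluster of zinc finger genes on chromosome 4 from 145.4 to 146.8 Mb. Its strongest segment, where 20 of 40 windows had values, moved from 1.09 ± 0.20 to 3.02 ± 0.0073. The imprinted region of chromosome 12 from 109.2 to 110 Mb also replicated earlier, by 1.54 at Dlk1 and Meg3 and by 1.82 at Rian and Mirg. Other advanced regions held Enox1 on chromosome 14 (1.84), Abcc4, a drug transporter gene, on the same chromosome (1.79), Elmo1 on chromosome 13 (1.74) and Sall1, a zinc finger transcription factor gene, on chromosome 8 (1.73). These values are of the strongest segment of each region, which on chromosome 8 does not hold Sall1 itself. All 465 called segments had the 4 differences between single replicates of the lines in one direction. The cutoff largely fixed this, since the smallest called change, 1.12, exceeds most replicate differences, so it is no separate evidence. The size of the delay differed between TKO replicates in gene-dense segments. In the 199 EtoL segments with 4 or more genes, the median change was -0.96 in replicate 1 and -1.87 in replicate 2. Replicate 1 lay above replicate 2 in 191 of them. In the other 146 EtoL segments the medians were -1.33 and -1.29, with replicate 1 above in 59. The median difference between TKO replicates in the 199 was 0.99, against a median size of 0.27 over all segments. Since the test pools the spread over segments, the q-values of such segments may be too small. In the distance test, the EtoL and LtoE counts were 0 and 0 with undivided replicate differences (864 and 571 at an unadjusted p under 0.05), 465 and 191 against the replicate differences of all 4 groups and 803 and 492 against those of WT alone. A Euclidean distance of the pairs of replicates gave 297 and 86. Limma on these 2 groups gave 534 and 251 with a replicate block, and 0 and 0 without the block. With limma on the same values the counts were 0 EtoL and 0 LtoE from these 2 groups (1751 and 1710 at an unadjusted p under 0.05) and 359 and 211 with the spread of all 4 groups, the latter being 3 and 1 without WT replicate 1, 0 and 0 without WT replicate 2 (1409 and 1265 at an unadjusted p under 0.05), 617 and 342 without TKO replicate 1 and 233 and 146 without TKO replicate 2.

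**Figure D1:**
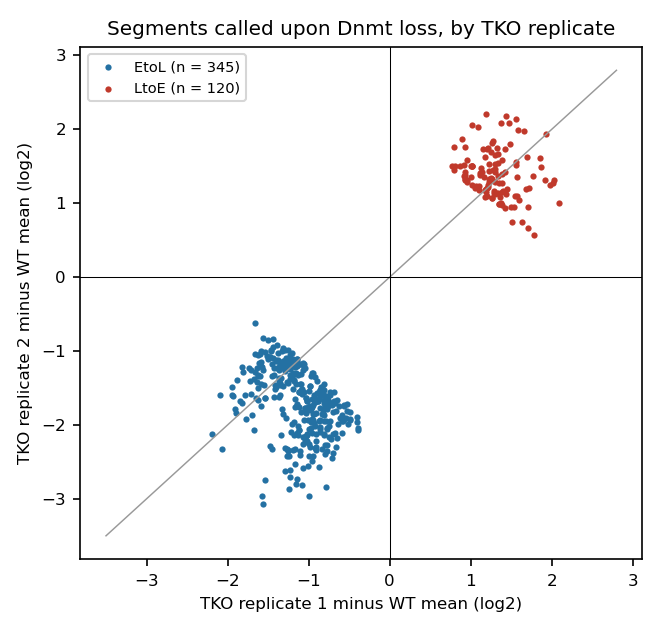
Change from the WT mean of the segments called in TKO against WT, with TKO replicate 1 on the horizontal and TKO replicate 2 on the vertical axis (log2). Each point is one of the 345 EtoL (blue) or 120 LtoE (red) segments, and the grey line marks equal change. All points lie on one side of 0 in both replicates, which the cutoff largely requires.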

Using this approach, we identified 628 and 300 200-kb segments undergoing either EtoL or LtoE switching, respectively, with an FDR of 1% FDR (Figure 2B).

To refine the genomic regions affected by the Dnmts, we also examined genome-wide replication timing in a *Dnmt3a^−/−^Dnmt3b^−/−^* double-knockout (DKO) cell line stably expressing RU486-inducible Dnmt3a2. 

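The DKO ES cells lack both de novo enzymes and keep Dnmt1. They carry Dnmt3a2, a short form of Dnmt3a, fused to a ligand-binding domain that responds to RU486 (mifepristone). The paper describes induction with 1 µM RU486 for 14 days on feeder mouse embryonic fibroblasts, with ethanol for the control, while the sample records describe gelatin-coated dishes for all samples and name the groups only by the presence of Dnmt3a2. Each group had 2 biological replicates, processed by the authors in the same way as the WT and TKO samples and with the sequencing depth unknown. The SD over segments of the difference between replicates was 0.26 for DKO − RU486 and 0.37 for DKO + RU486, against 0.30 for WT and 0.44 for TKO. In data simulated with the spread of the DKO groups, the distance test called none of the segments changed by 0.5 on the log2 scale, 59.7% of those changed by 1 and all of those changed by 1.5, and no unchanged segment. The limits of the simulation for TKO against WT hold here too.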

Although we observed only partial restoration of DNA methylation upon Dnmt3a2 induction (Figure S4A), the restored DNA methylation level was sufficient to suppress H3K27me3 foci formation within the PH (Figure S4B,C). 

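Upon Dnmt3a2 induction, 145 segments (29 Mb) replicated earlier and 93 (18.6 Mb) replicated later at a q-value cutoff of 0.01. The LtoE segments formed 119 regions and were rich in genes, with 4.37 protein-coding genes per segment against 1.64 over all segments and 2.91 over early segments that were not called (for the difference from all segments, permutation test over circular rotations, p = 7.51e-05, the smallest value it can give). The EtoL segments formed 72 regions with 1.46 genes per segment (same permutation test, p = 0.609). The median timing rose from 1.11 to 2.21 in the LtoE segments and fell from 2.26 to 1.05 in the EtoL segments, and 8 and 2 of them, respectively, crossed 0. Among the regions with the largest advance, the segment of Pax3 on chromosome 1, which acts in neural crest and muscle, moved from -1.86 ± 0.034 in DKO − RU486 to -0.32 ± 0.29 in DKO + RU486 (SD, n = 2). The segment with one end of Ebf1, a B cell factor, moved from -2.24 ± 0.25 to -0.87 ± 0.27, and the strongest segment of Foxp1 from -1.36 ± 0.29 to -0.034 ± 0.015. The segment of Hoxd11, Hoxd12 and Hoxd13 advanced by 1.12 and that of Hoxb13 by 1.23. On chromosome 11 from 97.8 to 98.4 Mb, with Cacnb1, a calcium channel subunit gene, the strongest segment moved from 1.09 ± 0.10 to 2.76 ± 0.56. The delayed regions held the zinc finger gene cluster of chromosome 4, from 145.4 to 147.8 Mb, whose strongest segment moved from 3.03 ± 0.18 to 1.14 ± 0.37. They also held the Dynlt1 genes of chromosome 17 from 6.4 to 6.8 Mb, which encode dynein light chains (change -1.49), Prdm2 on chromosome 4 (-1.32), and Sesn1 and part of Foxo3 on chromosome 10 (-1.29). These values are of the strongest segments, which hold neither Foxo3 nor all of the Dynlt1 genes. A segment of chromosome X with Asmt fell by 1.75, but only 9 of its 40 windows had values. All 238 called segments had the 4 differences between single replicates of the groups in one direction. Here too the cutoff largely fixed this, since the smallest called change, 0.92, exceeds most replicate differences. The median of DKO + RU486 replicate 1 minus replicate 2 was 0.37 in the LtoE and 0.021 in the EtoL segments, against -0.0081 over all segments. The pooled spread may therefore make the q-values of the LtoE segments too small, and so affect how rich in genes they are. None of the 15 segments of fibroblast marker genes was called, where 0.698% of all segments were EtoL and 1.09% LtoE. Their median change was 0.16 (adjusted p = 0.156, permutation test over rotations). In the distance test, the EtoL and LtoE counts were 0 and 0 with undivided replicate differences (404 and 625 at an unadjusted p under 0.05), 0 and 0 against the replicate differences of all 4 groups (860 and 1098) and 457 and 716 against those of DKO − RU486 alone. With limma on the same values the counts were 46 EtoL and 56 LtoE from these 2 groups, and 3 and 2 with the spread of all 4 groups, and in the latter 0 and 0 without either replicate of DKO − RU486 (494 to 576 and 461 to 757 at an unadjusted p under 0.05) or of DKO + RU486 (608 to 1129 and 827 to 1012).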

Using this inducible expression system, we found that induction of Dnmt3a2 also induced changes in replication timing in a subset of chromosomal regions (Figure 2C). 

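Segments delayed by Dnmt loss tended to advance upon Dnmt3a2 induction. Of the 345 EtoL segments of TKO against WT, 48 were also among the 145 LtoE segments of DKO + RU486 against DKO − RU486, where 3.76 would be shared by chance, a 12.8-fold excess. Over all circular rotations of one list along the genome, which keep runs of neighboring segments together, the highest other overlap was 27 (permutation test, one-sided p = 7.51e-05, the smallest value it can give). The shared segments lay in 43 regions on 14 chromosomes, with a median change of -1.51 upon Dnmt loss and 1.05 upon induction. No segment was EtoL in both comparisons. Beyond the called segments, the 345 EtoL segments had a median change of 0.61 upon induction, and 322 of them (93.3%) moved toward earlier replication, against 46.3% of the other segments (permutation test over rotations for the median, p = 7.51e-05). Shared segments among the named regions included chromosome 11 from 69.6 to 69.8 Mb, with Sox15 and Fxr2, which changed by -1.72 upon loss and 1.39 upon induction. Another was chromosome 11 from 62.4 to 62.6 Mb, with Cenpv and Ubb, which changed by -1.60 and 1.32. The DKO + RU486 replicates had an SD of 0.58 in the former and 0.63 in the latter (n = 2). Over all segments, the changes of the comparisons had a Pearson's r of -0.460 and a Spearman's rho of -0.387 (two-sided permutation test over rotations for r, p = 7.51e-05). The comparisons share no library. With limma over all 4 groups, where few segments were called upon induction, the overlap was 1 segment (permutation test over rotations, p = 0.0533), 8 (p = 0.000300) and 3 (p = 0.0274) without TKO replicate 1 or 2, and 0 without any one replicate of the other groups. With limma on the 2 groups it was 0 (1751 EtoL upon loss at an unadjusted p under 0.05) and with the replicate block 37 (same permutation test, p = 7.51e-05), and in the distance test it was 0 with the replicate differences of all 4 groups (1098 LtoE upon induction at an unadjusted p under 0.05) and 290 (p = 7.51e-05) with those of the control group alone. The overlap was also 0 with undivided replicate differences, where no segment was called in either comparison.

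**Figure D2:**
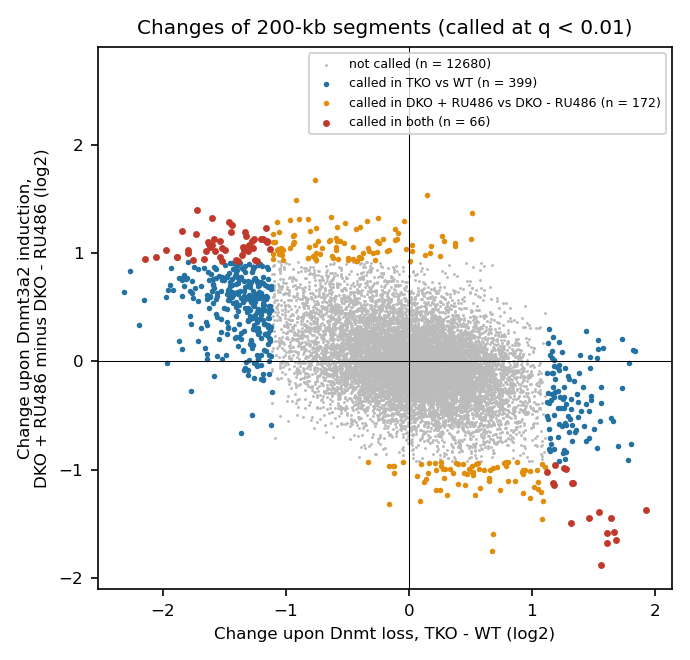
Change of each 200-kb segment upon Dnmt loss (TKO minus WT, log2, horizontal) and upon Dnmt3a2 induction (DKO + RU486 minus DKO − RU486, log2, vertical). Blue points were called in TKO against WT only (399), orange points upon induction only (172) and red points in both (66), and all red points lie in the upper left and lower right of the plot.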

As expected, regions undergoing EtoL switching upon Dnmt loss (WT vs. TKO) significantly overlapped with regions undergoing LtoE switching upon Dnmt3a2 induction (DKO − RU486 vs. DKO + RU486) (Figure 2D top). 

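Segments advanced by Dnmt loss and delayed by induction were fewer and more clustered. The overlap held 18 segments, of the 120 LtoE segments upon loss and the 93 EtoL segments upon induction, where 0.838 would be shared by chance, a 21.5-fold excess. The highest other overlap over all circular rotations was 16 (permutation test, one-sided p = 7.51e-05, the smallest value it can give). The shared segments made up 19.4% of the EtoL segments upon induction and 15% of the LtoE segments upon loss. They lay in 9 regions on 6 chromosomes, with a median change of 1.40 upon loss and -1.38 upon induction. The largest was the zinc finger gene cluster of chromosome 4. At Zfp993 the timing was 1.13 ± 0.35 in WT, 2.81 ± 0.27 in TKO, 2.58 ± 0.48 in DKO − RU486 and 0.93 ± 0.26 in DKO + RU486 (SD, n = 2). Zfp991 advanced by 1.61 upon loss and fell by 1.68 upon induction. The genes of this cluster are near copies of one another, and how reads shared between copies were placed is not given in the sources used here. Chromosome 17 from 6.4 to 6.6 Mb advanced by 1.32 and fell by 1.49, and chromosome 17 from 17 to 17.2 Mb, with the zinc finger genes Zfp960 and Zfp97, advanced by 1.46 and fell by 1.44. The 120 LtoE segments had a median change of -0.43 upon induction, and 101 of them (84.2%) moved toward later replication, against 52.2% of the other segments (permutation test over rotations for the median, p = 7.51e-05). No segment was LtoE in both comparisons. With limma over all 4 groups the overlap was 1 segment (permutation test over rotations, p = 0.0433), 16 and 17 without TKO replicate 1 or 2 (both p = 7.51e-05), and 0 without any one replicate of the other groups. With limma on the 2 groups it was 0 (1710 LtoE upon loss at an unadjusted p under 0.05) and with the replicate block 26 (same permutation test, p = 7.51e-05), and in the distance test it was 0 with the replicate differences of all 4 groups (860 EtoL upon induction at an unadjusted p under 0.05) and 105 (p = 7.51e-05) with those of the control group alone. Undivided replicate differences, with which no segment was called, also gave an overlap of 0.

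**Figure D3:**
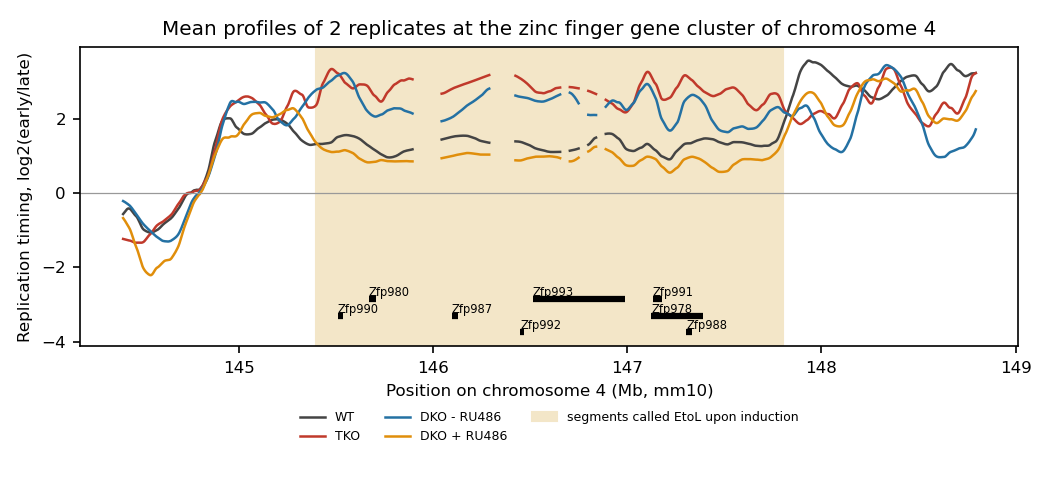
Mean replication timing of 2 replicates in 5-kb windows (log2 early/late, vertical) along chromosome 4 in Mb (mm10, horizontal) for WT, TKO, DKO − RU486 and DKO + RU486. The shaded band from 145.4 to 147.8 Mb marks the segments called EtoL upon induction, black bars mark named zinc finger genes, lines break where windows had no value, and within the band TKO and DKO − RU486 lie above WT and DKO + RU486.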

LtoE switching regions upon Dnmt loss also significantly overlapped with EtoL switching regions upon Dnmt3a2 induction, but to a lesser extent (Figure 2D bottom). These changes in replication timing were not as dramatic as changes seen in other replication domain mutants [44,45,46] but were highly reproducible between experimental replicates (Figure S5). 

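Most changed segments stayed on their side of 0, and each replicate showed the change in the regions of Figure 2E. Over the called segments the median change was -1.35 (EtoL) and 1.29 (LtoE) upon Dnmt loss and -1.03 and 1.05 upon induction, on profiles with an SD of 1.74. In the region of chromosome 13, the mean timing was 0.36 ± 0.33 in WT, -0.70 ± 0.12 in TKO, -0.83 ± 0.094 in DKO − RU486 and 0.16 ± 0.023 in DKO + RU486 (SD, n = 2). In the region of chromosome 19, the WT replicates were at 0.91 and 1.30, and the means of the other groups were -0.25 ± 0.19, -0.041 ± 0.054 and 0.94 ± 0.14 in the same order. In the region of chromosome 6, which replicated earlier upon loss, it was 0.62 ± 0.19, 1.85 ± 0.21, 2.00 ± 0.39 and 1.02 ± 0.039. In the region of chromosome 17, it was 1.68 ± 0.24, 2.86 ± 0.14, 3.15 ± 0.17 and 1.97 ± 0.15. The limits of these regions were read from the axes of Figure 2E to about 0.05 Mb. In every one of the 4 regions, the 4 differences between single replicates had one direction in both comparisons. The difference between group means was larger than the spread between replicates. The paper shows these regions as examples of switching in the same profiles, so their choice largely fixed both, and neither is separate evidence. Of the segments in them, 2 of 3 on chromosome 19 and 1 of 3 on chromosome 17 passed a q-value of 0.01 upon loss. Those on chromosomes 13 and 6 passed 0.05 but not 0.01 (smallest q-values 0.0146 and 0.0110). Upon induction, 1 of 2 segments on chromosome 13, 1 of 3 on chromosome 19 and 2 of 3 on chromosome 17 passed 0.01, and on chromosome 6 none of 2 did and 1 passed 0.05 (q-values 0.0144 and 0.0643).

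**Figure D4:**
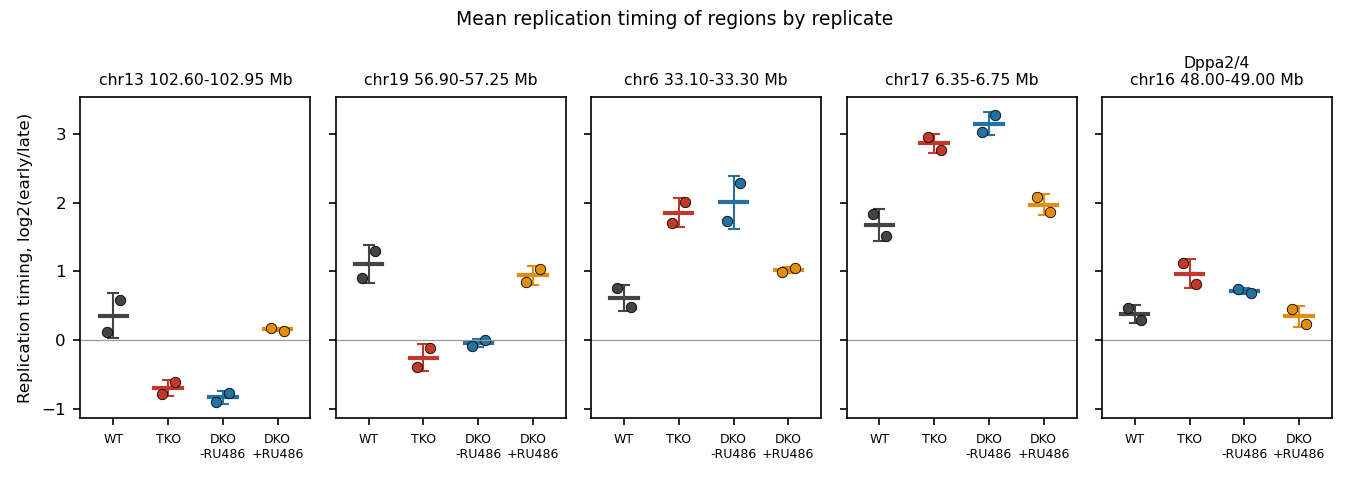
Mean replication timing (log2 early/late) of the 4 regions of Figure 2E and of the Dppa2/4 region of Figure S6B in each replicate (points), with the mean (bar) and SD (whiskers) of the 2 replicates of each group. In the regions of chromosomes 13 and 19 the TKO and DKO − RU486 replicates lie below those of WT and DKO + RU486, and in the other regions above them.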

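The Dppa2/4 region, which holds genes used to mark pluripotent cells, remained on the early side of the profile in all groups. Over chromosome 16 from 48 to 49 Mb the mean timing was 0.38 ± 0.13 in WT, 0.97 ± 0.21 in TKO, 0.72 ± 0.042 in DKO − RU486 and 0.35 ± 0.15 in DKO + RU486 (SD, n = 2). The change was 0.59 upon Dnmt loss and -0.37 upon induction, and none of its 5 segments passed a q-value of 0.05 in either comparison. Upon Dnmt loss, 2.59% of all segments were EtoL and 0.90% LtoE, so a small set of segments would be largely uncalled in any case. Of 19 segments that hold 21 pluripotency genes listed before the data were examined, 18 were not called upon Dnmt loss. That of Lin28a was EtoL, as it was when adjusted over the list alone. Their median change of 0.20 did not pass the test (adjusted p = 0.401, permutation test over rotations, 17 lists). Upon induction the median change of these 19 segments was 0.27 (adjusted p = 0.00808, same permutation test). The segment shared by Nanog and Dppa3 was the one called, moving from 1.31 ± 0.12 to 2.28 ± 0.44 (SD, n = 2), also when adjusted over the list alone. This shift of the list did not pass the test without DKO + RU486 replicate 1 (median 0.17, adjusted p = 0.163, same permutation test) or without DKO − RU486 replicate 2 (0.21, adjusted p = 0.0648). Across all segments, r between group means was 0.913 ± 0.011 for WT with DKO − RU486, 0.946 ± 0.0044 for WT with DKO + RU486, 0.949 ± 0.0078 for TKO with DKO − RU486, 0.954 ± 0.012 for TKO with DKO + RU486 and 0.979 ± 0.0056 for DKO − RU486 with DKO + RU486 (SD over the 4 pairs of single replicates). The profiles of other ES lines and of differentiated cells in Figure S6A were not analysed here.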

A previous study showed that the pluripotency of ES cells is maintained in the absence of the Dnmts [27], which was further confirmed by the fact that the mutant cells used in our experiments retained pluripotent cell-specific replication timing profiles (Figure S6). 

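The changed segments lay on most chromosomes, though not evenly. Upon Dnmt loss, EtoL segments lay on all 21 chromosomes, from 2 on chromosome Y to 36 on chromosome 7, and LtoE segments on all but X and Y, with 15 on chromosome 4. Upon induction, 32 of the 145 LtoE segments lay on chromosome 11, which is 5.38% of its segments against 1.09% of all segments. No chromosome had a median change that passed the test in either comparison (permutation test over rotations, adjusted over 25 classes), nor did the first 5 Mb with values, next to the centromere of these chromosomes, or the last 5 Mb. This test of medians does not ask where the called segments lie. The pericentric satellite repeats themselves were not analysed here. Of 17 gene lists fixed before the data were examined, none shifted as a group upon Dnmt loss in the values as deposited. With mean timing and gene density removed from the change, olfactory receptor clusters (median 0.48, adjusted p = 0.00128), vomeronasal receptor clusters (0.28, adjusted p = 0.00170) and zinc finger gene clusters (0.19, adjusted p = 0.00170) passed the same permutation test over rotations. Of the imprinted genes, 2 of 34 segments were LtoE, and none was EtoL (2 and 0 when adjusted over the list alone, median 0.21, adjusted p = 0.390, permutation test over rotations). Of 260 segments with zinc finger genes, 16 were EtoL and 16 LtoE (17 and 18 when adjusted over the list alone). The germline genes, which DNA methylation silences in somatic cells, had 1 EtoL segment of 25. The Rhox and MageA clusters had no called segment among 5 and 3. Over all segments 2.59% were EtoL and 0.90% LtoE, so sets of this size would hold few calls. Upon induction, neural lineage genes shifted toward earlier replication, with a median of 0.31 over 15 segments (adjusted p = 0.00808, same permutation test), and this list also passed without each replicate of these groups in turn. Their one called segment held Pax3 (2 when adjusted over the list alone). The Hox clusters shifted by 0.60 over 7 segments, 2 of them LtoE (adjusted p = 0.00862, same permutation test), but not without DKO + RU486 replicate 2 (0.23, adjusted p = 0.359). The paper reasons from the switches upon Dnmt loss, the opposite switches upon induction and its imaging of pericentric heterochromatin to a role of the Dnmts in the order of replication.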

Taken together, these results clearly demonstrate that the Dnmts are required to maintain the temporal order of DNA replication in a number of chromosomal arm regions in addition to PH.

### 3.3. Redistribution of the H3K27me3 Mark Is not Associated with Replication Timing Changes in the Chromosomal Arm Regions

It has been shown that genome-wide redistribution of H3K27me3 occurs in *Dnmt* TKO ES cells [42]. In these cells, both abnormal enrichment and loss of H3K27me3 were observed in regions where this modification is normally present [42,47]. This, together with the observation that H3K27me3 enrichment coincides with later replicating PH (Figure 1B), led us to examine whether replication timing changes in the chromosomal arm regions of TKO ES cells were associated with changes in H3K27me3 enrichment. We analyzed H3K27me3 redistribution with replication timing changes using H3K27me3 ChIP-seq data from control wild-type and TKO ES cells [48] and found no appreciable correlation between the two (Figure 3A, *R* = 0.022). Genomic regions undergoing EtoL replication timing switching after Dnmt loss (regions identified in Figure 2D) exhibited no enrichment of the H3K27me3 mark but rather lost this modification, and this was also the case with the LtoE and LtoL domains (Figure 3B). Further investigation of replication timing in genomic regions that scored in the top 1%, 5%, and 10% in terms of H3K27me3 gain and loss showed poor coordination between H3K27me3 redistribution and the replication timing changes (Figure 3C). These results suggest that the association of the H3K27me3 mark with the temporal regulation of DNA replication is restricted to specific regions of the genome such as the PH and that other factors account for replication timing changes in the chromosomal arm regions.

### 3.4. Replication Timing Changes Frequently Coincide with Transcriptional Changes in the Chromosomal Arm Regions

Since the Dnmts regulate the expression of a number of genes, we next examined the relationship between replication timing changes and transcriptional changes. We performed genome-wide gene expression analysis in DKO cells with and without Dnmt3a2 induction. As expected, several genes within the *MageA* and *Rhox* gene clusters known to be regulated by DNA methylation [18,49] were downregulated upon Dnmt3a2 induction (data not shown). In addition, a subset of genes was upregulated, which might have been partly due to the indirect effects of Dnmt3a2 induction. We found that EtoL switching regions upon Dnmt3a2 induction tended to harbor downregulated genes (Figure 4A,B). In LtoE switching regions, coordinate changes in replication and transcription were not evident when taking all the expressed genes within these regions into account (Figure 4B). However, a subset of highly upregulated (>two-fold) genes was found to be enriched in the LtoE switching regions (Figure S7). This led us to focus on the genes that were highly up- and downregulated upon Dnmt3a2 induction to examine their relationship with replication timing changes (Figure 4C). Since most of the highly up- and downregulated genes were not localized in the EtoL and LtoE switching regions (Figure S7), we extended the analysis to the chromosomal regions harboring the genes scoring in the top 1%, 5%, and 10% in terms of up- and downregulation, regardless of their statistical significance in replication timing switching. Interestingly, we found that highly up- and downregulated transcription was associated with shifts in replication timing towards earlier and later timing, respectively. A similar but less pronounced result was obtained from the comparison between WT and TKO (Figure S8). Collectively, these results suggest that transcriptional changes, either directly or indirectly induced by Dnmt loss, could be a cause or consequence of replication timing changes in the chromosomal arm regions.

## 4. Discussion

Using Dnmt-deficient mouse ES cells as a model, our study uncovered widespread effects of Dnmt loss on the mammalian DNA replication landscape and also highlighted the complexity of the mechanisms behind induced changes in replication timing.

Within PH regions, loss of DNA methylation destabilizes constitutive heterochromatin structure, leading to regional chromatin reorganization that involves abnormal enrichment of H3K27me3 foci. Loss of DNA methylation along CG-rich sequences is known to allow targeting of polycomb protein KDM2B, which promotes the formation of the H3K27me3 mark via PRC2 recruitment [50,51], and this is likely also the case for H3K27me3 foci formation within the PH of TKO cells. Consistent with this, we observed enrichment of polycomb group proteins at H3K27me3 foci (data not shown). Because H3K27me3-enriched regions replicate later than neighboring PH regions where constitutive heterochromatin marks are normally maintained without DNA methylation, we concluded that while the loss of DNA methylation is necessary, it is not alone responsible for the later replication of PH—chromatin reorganization is also required. Although we do not exclude the possibility that H3K27me3 affects the temporal order of PH replication, it is also possible that either gain or loss of other epigenetic modifications is involved in this phenomenon. For example, Suv4-20h-mediated H4K20me3 has been shown to be necessary for origin activation in a certain genome context [52], and we observed loss of this modification at H3K27me3 foci (Figure S2C,D).

A previous study has shown that partial loss of DNA methylation within PH advances replication timing [53]. For example, *Dnmt1* KO ES cells in which 30% of the methylation is still maintained show earlier replicating major satellite sequences than control wild-type ES cells [53]. Further extensive loss of DNA methylation induces H3K27me3 foci formation within PH and may shift this region back towards late replication. In other words, replication timing of PH may fluctuate depending on the DNA methylation level. It should be noted that H3K27me3 foci are not formed in *Dnmt1* single KO cells (data not shown). Abnormal enrichment of the H3K27me3 mark was also observed in histone H3K9 methyltransferase Suv39h1/h2 double-knockout ES cells [54], and delayed replication timing of PH was induced in these cells [53]. Although these lines of evidence suggest the close relationship between the H3K27me3 mark and replication timing regulation, the detailed mechanistic link behind this relationship is currently unclear.

Interestingly, the relationship between H3K27me3 and the replication timing changes discussed above seems to be restricted to PH. Our genome-wide analysis revealed that altered enrichment of the H3K27me3 mark in TKO ES cells is largely uncorrelated with changes in replication timing, suggesting that the mechanism by which the loss of DNA methylation affects the temporal order of PH replication is not involved in the replication timing changes seen in the chromosomal arm regions. Thus, multiple mechanisms are thought to be involved in the observed replication timing changes in Dnmt-deficient ES cells.

We showed that earlier and later shifts in replication timing are often associated with transcriptional up- and downregulation, respectively. As this trend is evident when major changes in transcription occur in response to Dnmt3a2 reintroduction into DKO ES cells, transcription itself or the associated chromatin changes could be a driving force behind the replication timing changes. However, we do not exclude the possibility that replication timing changes affect transcriptional activity. It has been shown that plasmid DNA injected into early and late S phase cell nuclei preferentially forms active and inactive chromatin structures, respectively, via an as yet unknown mechanism [55]. This replication timing-dependent assembly of different types of chromatin could have an impact on gene transcription. The relationship between transcription and DNA replication could, thus, be interdependent through a positive feedback loop, making it difficult to determine which is the cause and which the consequence. Coordinate changes between replication timing and transcription are also observed during mouse ES cell differentiation [4,5]. Genes in EtoL and LtoE switching regions are often down- and upregulated, respectively. Analysis at multiple intermediate differentiation stages has revealed no consistent relationship between transcription and replication that definitively illustrated which change is an upstream event: Some genes undergo transcriptional changes prior to replication timing switching, whereas others undergo transcriptional changes that follow replication timing switching [5].

Considering that significant changes in epigenetic modifications and gene transcription are induced in Dnmt-deficient cells, it may be surprising that the observed changes in replication timing are relatively subtle and that ES cell-specific Mb-sized replication domain organization is globally maintained. However, this was supported by recent electron spectroscopic and Hi-C experimental findings that higher-ordered chromatin structures and A/B compartment structures are largely maintained in the absence of the Dnmts [56,57]. The observed robustness of the replication domain structure could be partly explained by the replication timing program being regulated at two different levels (i.e., at the replication domain level and the replication origin level) in mammalian cells [3,7]. Unlike in yeast, replication timing in mammalian cells is first determined at the level of Mb-sized replication domains during the early G1 phase, which determines the domains to be replicated during the early or late S phase. In the subsequent step during the G1 phase, replication origin selection occurs to determine the local order of replication within each individual (early or late) domain. If regional changes in chromatin structure or transcriptional activity that affect local origin activity occur in response to Dnmt loss, the effects would tend to be buffered by the replication forks of neighboring origins within the same domain (the distances between adjacent origins are estimated to range between 40–150 kb based on DNA fiber experiments), resulting in the robustness of Mb-sized replication domain organization.

## 5. Conclusions

In summary, our study elucidated the extent to which DNA methylation and the Dnmts contribute to replication timing regulation. This will provide a basis for understanding diseases associated with chromatin states and replication timing dysregulation.

## Figures and Tables

**Figure 1:**
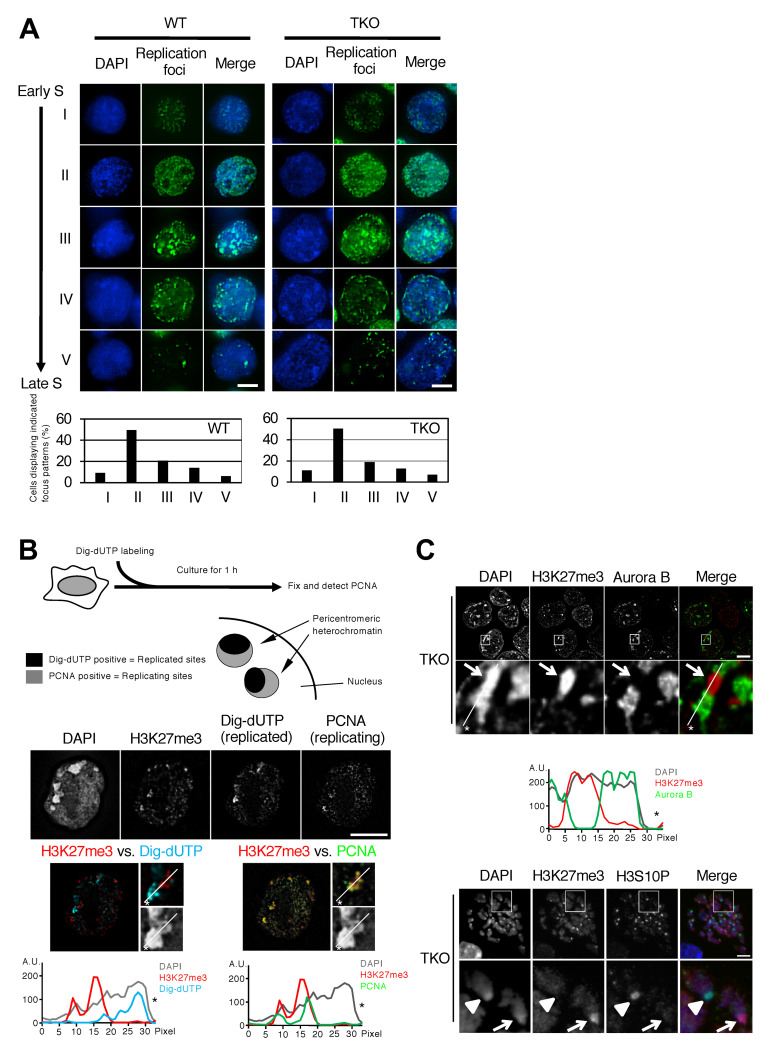
H3K27me3 foci formed in mouse embryonic stem cells with severely hypomethylated DNA coincide with later replication of pericentromeric heterochromatin. (**A**) Spatial regulation of DNA replication sites in *Dnmt1^−/−^Dnmt3a^−/−^Dnmt3b^−/−^* triple-knockout (TKO) mouse embryonic stem (ES) cell nuclei during S phase. Asynchronously growing cells were labeled with EdU (green) for 10 min to visualize sites of DNA synthesis in the nucleus. Five representative images of the distribution patterns of DNA replication foci during S phase over time (I–V) are shown [40,41]. Nuclear DNA was stained with DAPI (blue). The percentage of cells displaying each focus pattern was scored (*n* > 200). (**B**) The top panel shows the experimental strategy used to determine the temporal order of replication within pericentromeric heterochromatin (PH) regions of TKO ES cells where abnormal H3K27me3 foci were formed. Unsynchronized cells were first labeled with DIG-dUTP, cultured for 1 h, and then fixed for PCNA/H3K27me3 immunostaining. Both DIG-dUTP-positive and PCNA-positive PH were selected to measure colocalization with H3K27me3 foci. During the 1 h culture period, cells proceeded to subsequent stages of S phase, which allowed us to spatially distinguish already replicated sites (DIG-dUTP-labeled) from currently replicating sites (PCNA-labeled) within PH regions (middle panel). H3K27me3 foci colocalized only with PCNA-positive, later replicating PH, producing the yellow color in the merged image (bottom right). The charts in the bottom panel show the immunofluorescence signal intensities for each label (A.U., arbitrary units) plotted along the white line shown in the magnified immunofluorescence images of the PH regions. H3K27me3 and DIG-dUTP exhibited a mutually exclusive distribution in DAPI-dense heterochromatin regions. However, H3K27me3 distribution coincided with that of PCNA. Asterisks in the images indicate the direction of line scanning. (**C**) Perturbed Aurora B recruitment and loss of histone H3 phosphorylation at H3K27me foci were observed in the interphase nuclei of the TKO ES cells (top panel). Arrows in the magnified views indicate the H3K27me3-enriched PH regions where Aurora B signals were depleted. The chart (middle panel) shows the intensities of each immunofluorescence signal as in (**B**). Asterisks in the images indicate the direction of line scanning. Immunofluorescence detection of phosphorylated histone H3 at Ser10 (H3S10P) together with H3K27me3 on mitotic chromosomes is also shown (bottom panel). Intense H3S10P signals were not detected in the H3K27me3-enriched PH of TKO ES cells. Arrows in the magnified views indicate the H3K27me3-enriched PH of a mitotic chromosome where H3S10P signals were depleted, while the arrowheads indicate the non-H3K27me3-enriched PH where the accumulation of H3S10P normally occurs. Cell images were collected at multiple stage positions using a deconvolution fluorescence microscope (see details in Materials and Methods) and images at one focal plane are shown. Scale bars, 10 µm.

**Figure 2:**
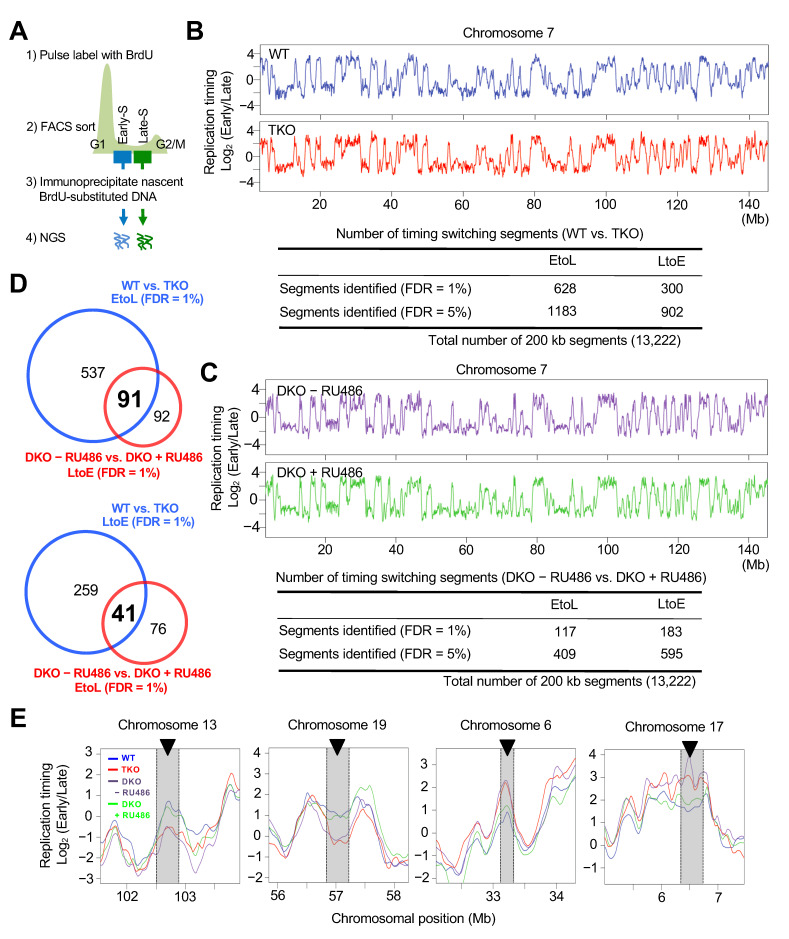
Genome-wide replication timing analysis identified a subset of chromosomal regions sensitive to Dnmt loss. (**A**) Flowchart of genome-wide replication timing analysis. BrdU-substituted DNA from early and late S phase cells was differentially labeled and sequenced by next generation sequencing. (**B**) Replication timing profiles of control wild-type and TKO ES cells for chromosome 7. The sequence read count ratio for the early and late cells (Log_2_ early/late) for each 5-kb genomic bin was plotted against the chromosomal position (top panel). The LOESS-smoothed plots for the average of two biological replicate experiments are shown. The significant EtoL and LtoE switching segments in the TKO ES cells are indicated in the table (bottom panel). Replication timing data were averaged into 200-kb windows and statistical significance was calculated between the control wild-type and TKO ES cells, as described in the Methods. (**C**) Replication timing profiles for chromosome 7 of the *Dnmt3a^−/−^Dnmt3b^−/−^* double-knockout ES cells with and without Dnmt3a2 induction (DKO + RU486 vs. DKO − RU486; top panel). The significant early-to-late (EtoL) and late-to-early (LtoE) switching segments upon Dnmt3a2 induction in the DKO ES cells are indicated in the table (bottom panel). (**D**) The overlap between genomic segments that underwent replication timing switching is shown as a Venn diagram (using the FDR = 1% data from Figure 2B,C). (**E**) Expanded plots of representative regions that underwent replication timing switches in *Dnmt*-mutant ES cells.

**Figure 3:**
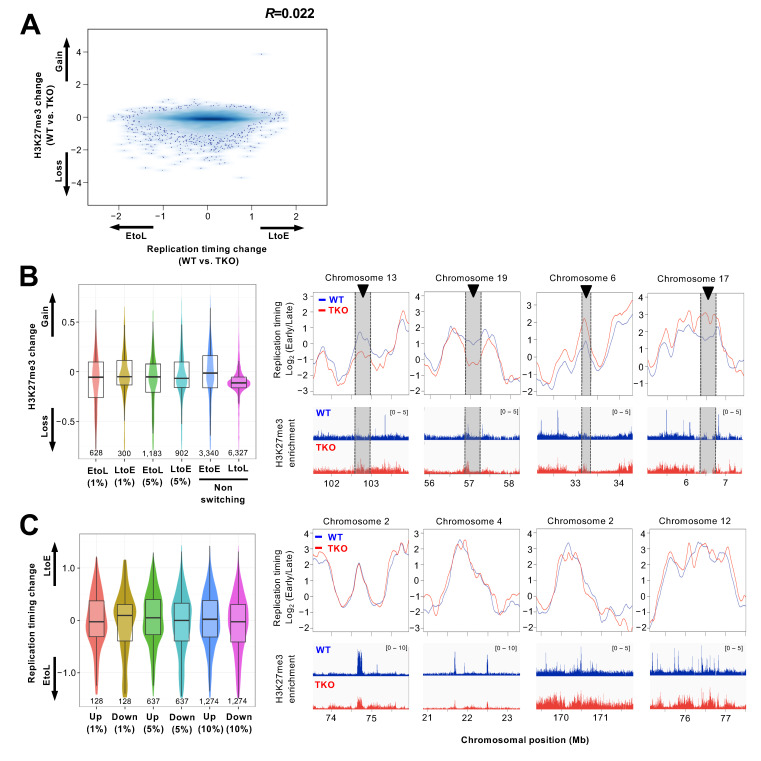
Genome-wide comparison of replication timing changes and H3K27me3 redistribution in TKO cells. (**A**) Redistribution of the H3K27me3 mark relative to changes in replication timing. Replication timing changes after Dnmt loss (TKO ESC log_2_ ratio − WT ESC log_2_ ratio) were plotted against the changes in H3K27me3 enrichment (TKO ESC − WT ESC) identified by ChIP-seq [48]. Replication timing data averaged over 200-kb segments and enrichment of H3K27me3 in each corresponding segment (12,732 segments in total) were used to calculate differences between WT and TKO. (**B**) Box plots showing the changes in H3K27me3 enrichment in EtoL and LtoE switching regions after Dnmt loss (for segments with an FDR = 1% and 5% from Figure 2C) compared with non-switching early (EtoE) or late (LtoL) regions. The number of 200-kb segments analyzed is indicated below each plot. IGV genome browser tracks illustrating the distribution of H3K27me3 within representative replication timing switching regions (from Figure 2E) are shown to the right. The scale for H3K27me3 enrichment is shown in the upper right corner. (**C**) Box plots showing the replication timing changes in genomic regions scoring in the top 1%, 5%, and 10% in terms of H3K27me3 gain and loss. The number of 200-kb segments analyzed is indicated below each plot. The replication timing profiles for representative regions undergoing redistribution of the H3K27me3 mark after Dnmt loss are shown to the right.

**Figure 4:**
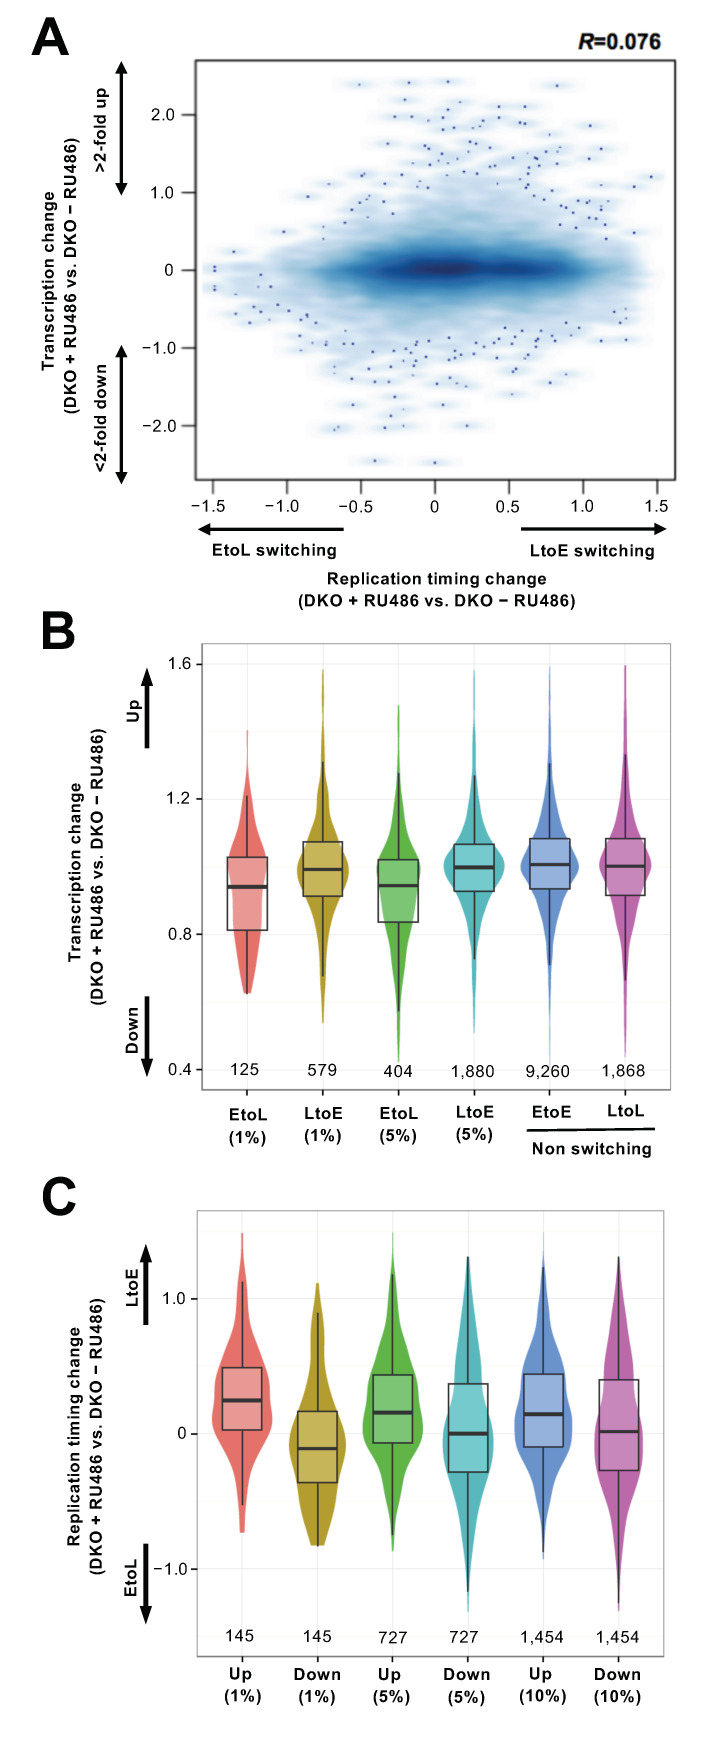
Replication timing changes upon DNA hypomethylation are associated with transcriptional changes. (**A**) Replication timing changes (DKO + RU486 log_2_ ratio − DKO − RU486 log_2_ ratio) were plotted against the transcriptional changes (log_2_(DKO + RU486/DKO − RU486)). (**B**) Box plots showing the transcriptional changes in EtoL and LtoE switching regions upon Dnmt3a2 induction (segments with an FDR = 1% and 5% from Figure 2C) compared with the non-switching early (EtoE) or late (LtoL) regions. The number of genes analyzed is indicated below each plot. The *y*-axis is the fold change (not log-transformed). (**C**) Box plots showing the replication timing changes in genomic regions of genes scoring in the top 1%, 5%, and 10% in terms of up- and downregulation. The number of genomic regions analyzed is indicated below each plot.

## Data Availability

Microarray and next generation sequencing data obtained in this study were deposited in the Gene Expression Omnibus (GEO) database under the accession number, GSE119479.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/10/2/266/s1, Figure S1: DNA replication fork progression rate and ori-to-ori distances as measured in Dnmt-depleted cells, Figure S2: Extensive loss of DNA methylation results in the formation of H3K27me3 foci within pericentromeric major satellite repeats, Figure S3: H3K27me3 foci are formed in a DNA methylation-dependent manner, Figure S4: Establishment of a DKO ES cell clone stably expressing RU486-inducible wild-type Dnmt3a2, Figure S5: Reproducibility of the replication timing changes upon Dnmt depletion, Figure S6: Pluripotent cell-specific replication timing is retained in Dnmt-depleted ES cells, Figure S7: Summary of the number of genes showing more than two-fold change within the LtoE, EtoL, EtoE, and LtoL regions defined in Figure 4A, Figure S8: Relationship between replication timing changes and transcription changes in TKO cells (the same analysis done in Figure 4C).

## References

[1] Berezney R., Dubey D.D., Huberman J.A. (2000). Heterogeneity of eukaryotic replicons, replicon clusters, and replication foci. Chromosoma.

[2] Pope B.D., Gilbert D.M. (2013). The replication domain model: Regulating replicon firing in the context of large-scale chromosome architecture. J. Mol. Biol..

[3] Takebayashi S.-I., Ogata M., Okumura K. (2017). Anatomy of mammalian replication domains. Genes.

[4] Hiratani I., Ryba T., Itoh M., Yokochi T., Schwaiger M., Chang C.-W., Lyou Y., Townes T.M., Schübeler D., Gilbert D.M. (2008). Global reorganization of replication domains during embryonic stem cell differentiation. PLoS Biol..

[5] Hiratani I., Ryba T., Itoh M., Rathjen J., Kulik M., Papp B., Fussner E., Bazett-Jones D.P., Plath K., Dalton S. (2009). Genome-wide dynamics of replication timing revealed by in vitro models of mouse embryogenesis. Genome Res..

[6] Ryba T., Battaglia D., Chang B.H., Shirley J.W., Buckley Q., Pope B.D., Devidas M., Druker B.J., Gilbert D.M. (2012). Abnormal developmental control of replication-timing domains in pediatric acute lymphoblastic leukemia. Genome Res..

[7] Dileep V., Rivera-Mulia J.C., Sima J., Gilbert D.M. (2015). Large-scale chromatin structure–function relationships during the cell cycle and development: Insights from replication timing. Cold Spring Harb. Symp. Quant. Biol..

[8] Bird A. (2002). DNA methylation patterns and epigenetic memory. Genes Dev..

[9] Bernstein B.E., Meissner A., Lander E.S. (2007). The mammalian epigenome. Cell.

[10] Jones P.A., Liang G. (2009). Rethinking how DNA methylation patterns are maintained. Nat. Rev. Genet..

[11] Law J.A., Jacobsen S.E. (2010). Establishing, maintaining and modifying DNA methylation patterns in plants and animals. Nat. Rev. Genet..

[12] Zhu H., Wang G., Qian J. (2016). Transcription factors as readers and effectors of DNA methylation. Nat. Rev. Genet..

[13] Meehan R.R., Lewis J.D., McKay S., Kleiner E.L., Bird A.P. (1989). Identification of a mammalian protein that binds specifically to DNA containing methylated CpGs. Cell.

[14] Leonhardt H., Page A.W., Weier H.-U., Bestor T.H. (1992). A targeting sequence directs DNA methyltransferase to sites of DNA replication in mammalian nuclei. Cell.

[15] Bachman K.E., Rountree M.R., Baylin S.B. (2001). Dnmt3a and Dnmt3b are transcriptional repressors that exhibit unique localization properties to heterochromatin. J. Biol. Chem..

[16] Okano M., Bell D.W., Haber D.A., Li E. (1999). DNA methyltransferases Dnmt3a and Dnmt3b are essential for de novo methylation and mammalian development. Cell.

[17] Jackson-Grusby L., Beard C., Possemato R., Tudor M., Fambrough D., Csankovszki G., Dausman J., Lee P., Wilson C., Lander E. (2001). Loss of genomic methylation causes p53-dependent apoptosis and epigenetic deregulation. Nat. Genet..

[18] Oda M., Yamagiwa A., Yamamoto S., Nakayama T., Tsumura A., Sasaki H., Nakao K., Li E., Okano M. (2006). DNA methylation regulates long-range gene silencing of an X-linked homeobox gene cluster in a lineage-specific manner. Genes Dev..

[19] Denis H., Ndlovu M.N., Fuks F. (2011). Regulation of mammalian DNA methyltransferases: A route to new mechanisms. EMBO Rep..

[20] Rose N.R., Klose R.J. (2014). Understanding the relationship between DNA methylation and histone lysine methylation. Biochim. Biophys. Acta Bioenerg..

[21] Eden A., Gaudet F., Waghmare A., Jaenisch R. (2003). Chromosomal instability and tumors promoted by DNA hypomethylation. Science.

[22] Robertson K.D. (2005). DNA methylation and human disease. Nat. Rev. Genet..

[23] Tuck-Muller C.M., Narayan A., Tsien F., Smeets D.F., Sawyer J., Fiala E.S., Sohn O.S., Ehrlich M. (2000). DNA hypomethylation and unusual chromosome instability in cell lines from ICF syndrome patients. Cytogenet. Cell Genet..

[24] Dodge J.E., Okano M., Dick F., Tsujimoto N., Chen T., Wang S., Ueda Y., Dyson N., Li E. (2005). Inactivation of Dnmt3b in mouse embryonic fibroblasts results in DNA hypomethylation, chromosomal instability, and spontaneous immortalization. J. Biol. Chem..

[25] Rodriguez J., Frigola J., Vendrell E., Risques R.-A., Fraga M.F., Morales C., Moreno V., Esteller M., Capellà G., Ribas M. (2006). Chromosomal instability correlates with genome-wide DNA demethylation in human primary colorectal cancers. Cancer Res..

[26] Suzuki M., Oda M., Ramos M.-P., Pascual M., Lau K., Stasiek E., Agyiri F., Thompson R.F., Glass J.L., Jing Q. (2011). Late-replicating heterochromatin is characterized by decreased cytosine methylation in the human genome. Genome Res..

[27] Tsumura A., Hayakawa T., Kumaki Y., Takebayashi S.-I., Sakaue M., Matsuoka C., Shimotohno K., Ishikawa F., Li E., Ueda H.R. (2006). Maintenance of self-renewal ability of mouse embryonic stem cells in the absence of DNA methyltransferases Dnmt1, Dnmt3a and Dnmt3b. Genes Cells.

[28] Wan Y., Coxe K.K., Thackray V.G., Housley P.R., Nordeen S.K. (2001). Separable features of the ligand-binding domain determine the differential subcellular localization and ligand-binding specificity of glucocorticoid receptor and progesterone receptor. Mol. Endocrinol..

[29] Vegeto E., Allan G.F., Schrader W.T., Tsai M.-J., McDonnell D.P., O’Malley B.W. (1992). The mechanism of RU486 antagonism is dependent on the conformation of the carboxy-terminal tail of the human progesterone receptor. Cell.

[30] Wang Y., Xu J., Pierson T., O’Malley B.W., Tsai S.Y. (1997). Positive and negative regulation of gene expression in eukaryotic cells with an inducible transcriptional regulator. Gene Ther..

[31] Ryba T., Battaglia D., Pope B.D., Hiratani I., Gilbert D.M. (2011). Genome-scale analysis of replication timing: From bench to bioinformatics. Nat. Protoc..

[32] Takebayashi S.-I., Lei I., Ryba T., Sasaki T., Dileep V., Battaglia D., Gao X., Fang P., Fan Y., Esteban M.A. (2013). Murine esBAF chromatin remodeling complex subunits BAF250a and Brg1 are necessary to maintain and reprogram pluripotency-specific replication timing of select replication domains. Epigenet. Chromatin.

[33] Takebayashi S.-I., Ogata S., Ogata M., Okumura K. (2018). Mapping mammalian replication domains using the ion torrent semiconductor sequencing platform. Biosci. Biotechnol. Biochem..

[34] Ryba T., Hiratani I., Sasaki T., Battaglia D., Kulik M., Zhang J., Dalton S., Gilbert D.M. (2011). Replication timing: A fingerprint for cell identity and pluripotency. PLoS Comput. Biol..

[35] Kuriya K., Higashiyama E., Avşar-Ban E., Tamaru Y., Ogata S., Takebayashi S.-I., Ogata M., Okumura K. (2015). Direct visualization of dna replication dynamics in zebrafish cells. Zebrafish.

[36] Michalet X., Ekong R., Fougerousse F., Rousseaux S., Schurra C., Hornigold N., van Slegtenhorst M., Wolfe J., Povey S., Beckmann J.S. (1997). Dynamic molecular combing: Stretching the whole human genome for high-resolution studies. Science.

[37] Koberna K., Staněk D., Malínský J., Eltsov M., Pliss A., Čtrnáctá V., Cermanová Š., Raška I. (1999). Nuclear organization studied with the help of a hypotonic shift: Its use permits hydrophilic molecules to enter into living cells. Chromosoma.

[38] Hino S., Sakamoto A., Nagaoka K., Anan K., Wang Y., Mimasu S., Umehara T., Yokoyama S., Kosai K.-I., Nakao M. (2012). FAD-dependent lysine-specific demethylase-1 regulates cellular energy expenditure. Nat. Commun..

[39] Takebayashi S.-I., Tamura T., Matsuoka C., Okano M. (2007). Major and essential role for the DNA methylation mark in mouse embryogenesis and stable association of DNMT1 with newly replicated regions. Mol. Cell. Biol..

[40] Panning M.M., Gilbert D.M. (2005). Spatio-temporal organization of DNA replication in murine embryonic stem, primary, and immortalized cells. J. Cell. Biochem..

[41] Takebayashi S.-I., Sugimura K., Saito T., Sato C., Fukushima Y., Taguchi H., Okumura K. (2005). Regulation of replication at the R/G chromosomal band boundary and pericentromeric heterochromatin of mammalian cells. Exp. Cell Res..

[42] Cooper S., Dienstbier M., Hassan R., Schermelleh L., Sharif J., Blackledge N.P., De Marco V., Elderkin S., Koseki H., Klose R. (2014). Targeting polycomb to pericentric heterochromatin in embryonic stem cells reveals a role for H2AK119u1 in PRC2 recruitment. Cell Rep..

[43] Chang B.H., Smith L., Huang J., Thayer M. (2006). Chromosomes with delayed replication timing lead to checkpoint activation, delayed recruitment of Aurora B and chromosome instability. Oncogene.

[44] Cornacchia D., Dileep V., Quivy J.-P., Foti R., Tili F., Santarella-Mellwig R., Antony C., Almouzni G., Gilbert D.M., Buonomo S.B.C. (2012). Mouse Rif1 is a key regulator of the replication-timing programme in mammalian cells. EMBO J..

[45] Yamazaki S., Ishii A., Kanoh Y., Oda M., Nishito Y., Masai H. (2012). Rif1 regulates the replication timing domains on the human genome. EMBO J..

[46] Fernandez-Vidal A., Guitton-Sert L., Cadoret J.-C., Drac M., Schwob E., Baldacci G., Cazaux C., Hoffmann J.-S. (2014). A role for DNA polymerase θ in the timing of DNA replication. Nat. Commun..

[47] Reddington J.P., Perricone S.M., Nestor C.E., Reichmann J.A., Youngson N.A., Suzuki M., Reinhardt D., Dunican D.S., Prendergast J.G.D., Mjoseng H.K. (2013). Redistribution of H3K27me3 upon DNA hypomethylation results in de-repression of Polycomb target genes. Genome Biol..

[48] King A.D., Huang K., Rubbi L., Liu S., Wang C.-Y., Wang Y., Pellegrini M., Fan G. (2016). Reversible Regulation of promoter and enhancer histone landscape by DNA methylation in mouse embryonic stem cells. Cell Rep..

[49] Karimi M.M., Goyal P., Maksakova I.A., Bilenky M., Leung D., Tang J.X., Shinkai Y., Mager D.L., Jones S., Hirst M. (2011). DNA Methylation and SETDB1/H3K9me3 regulate predominantly distinct sets of genes, retroelements, and chimeric transcripts in mESCs. Cell Stem Cell.

[50] Farcas A.M., Blackledge N.P., Sudbery I., Long H.K., McGouran J.F., Rose N.R., Lee S., Sims D., Cerase A., Sheahan T.W. (2012). KDM2B links the polycomb repressive complex 1 (PRC1) to recognition of CpG islands. elife.

[51] Wu X., Johansen J.V., Helin K. (2013). Fbxl10/Kdm2b recruits polycomb repressive complex 1 to CpG islands and regulates H2A ubiquitylation. Mol. Cell.

[52] Brustel J., Kirstein N., Izard F., Grimaud C., Prorok P., Cayrou C., Schotta G., Abdelsamie A.F., Déjardin J., Méchali M. (2017). Histone H4K20 tri-methylation at late-firing origins ensures timely heterochromatin replication. EMBO J..

[53] Jørgensen H.F., Azuara V., Amoils S., Spivakov M., Terry A., Nesterova T.B., Cobb B.S., Ramsahoye B., Merkenschlager M., Fisher A.G. (2007). The impact of chromatin modifiers on the timing of locus replication in mouse embryonic stem cells. Genome Biol..

[54] Peters A.H., Kubicek S., Mechtler K., O’Sullivan R.J., Derijck A.A., Perez-Burgos L., Kohlmaier A., Opravil S., Tachibana M., Shinkai Y. (2003). Partitioning and plasticity of repressive histone methylation states in mammalian chromatin. Mol. Cell.

[55] Zhang J., Xu F., Hashimshony T., Keshet I., Cedar H. (2002). Establishment of transcriptional competence in early and late S phase. Nature.

[56] Hassan-Zadeh V., Rugg-Gunn P., Bazett-Jones D.P. (2017). DNA methylation is dispensable for changes in global chromatin architecture but required for chromocentre formation in early stem cell differentiation. Chromosoma.

[57] Nothjunge S., Nührenberg T.G., Grüning B.A., Doppler S.A., Preissl S., Schwaderer M., Rommel C., Krane M., Hein L., Gilsbach R. (2017). DNA methylation signatures follow preformed chromatin compartments in cardiac myocytes. Nat. Commun..

# Supplementary material for: The Temporal Order of DNA Replication Shaped by Mammalian DNA Methyltransferases
**Source:** Cells. 2021 Jan 29;10(2):266. doi: 10.3390/cells10020266
**Supplement:** Supplementary file 1

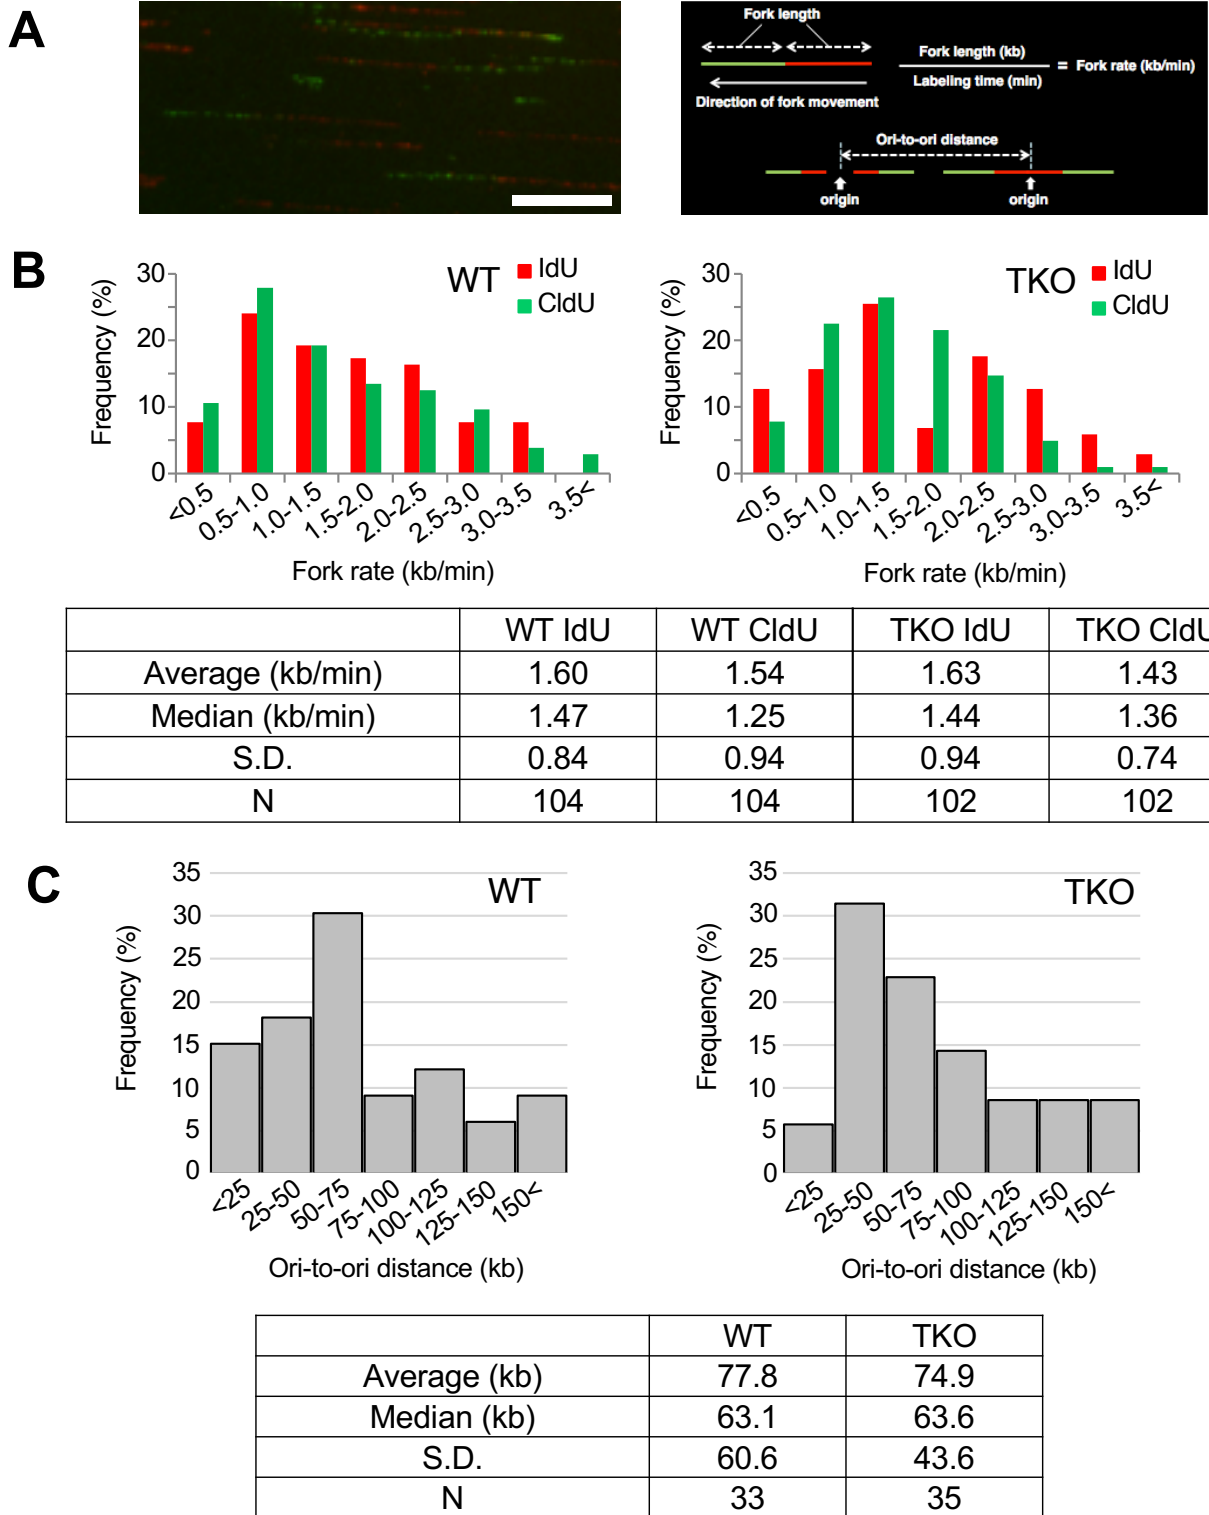

Figure S1. DNA replication fork progression rate and ori-to-ori distances as measured in Dnmt-depleted cells. **(A)** A representative image of DNA replication fork progression in wild-type and TKO ES cells as visualized by consecutive pulse labeling with IdU for 20 min (red) and CldU for 20 min (green). Labeled DNA combed on the coverslip was detected by immunofluorescence staining. A conventional fluorescence microscope (Axioplan 2 MOT; Carl Zeiss) equipped with an ORCA R2 camera (Hamamatsu) was used for imaging of combed DNA. Scale bar, 20 kb. The rate of replication fork progression (kb/min) was calculated based on the length of the fork and the labeling time (see details in the Methods). **(B)** Histograms of analyzed replication fork rates in wild-type and extensively DNA hypomethylated TKO ES cells. N, number of analyzed forks. There was no statistically significant difference in the fork progression rates between the wild-type and TKO ES cells (IdU, $P = 0.95$; CldU, $P = 0.83$; Mann-Whitney U test). **(C)** Histograms of the measured ori-to-ori distances in wild-type and TKO ES cells. There was no statistically significant difference in the ori-to-ori distances between these cell lines ($P = 0.77$, Mann-Whitney U test). N, number of calculated ori-to-ori distances.

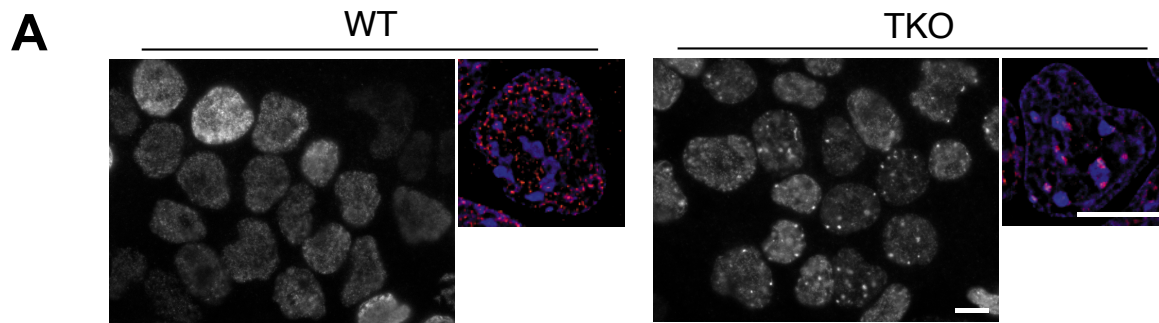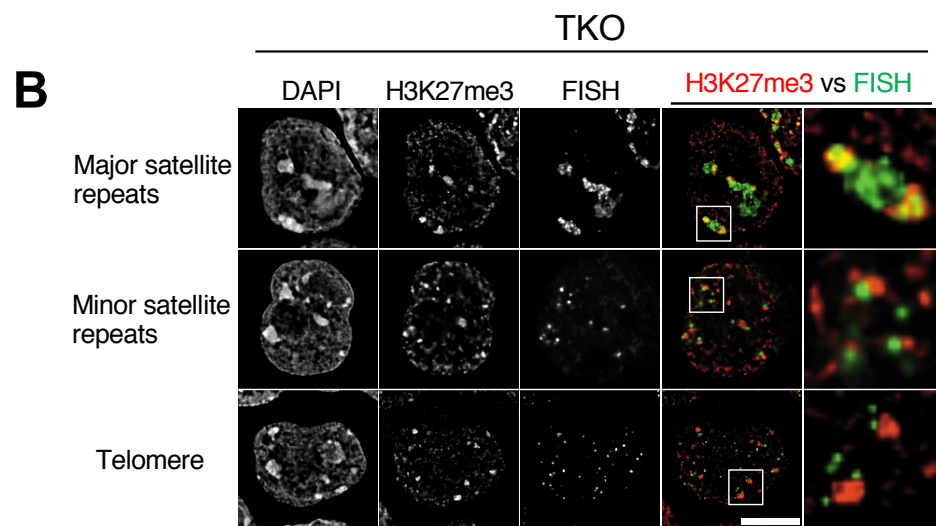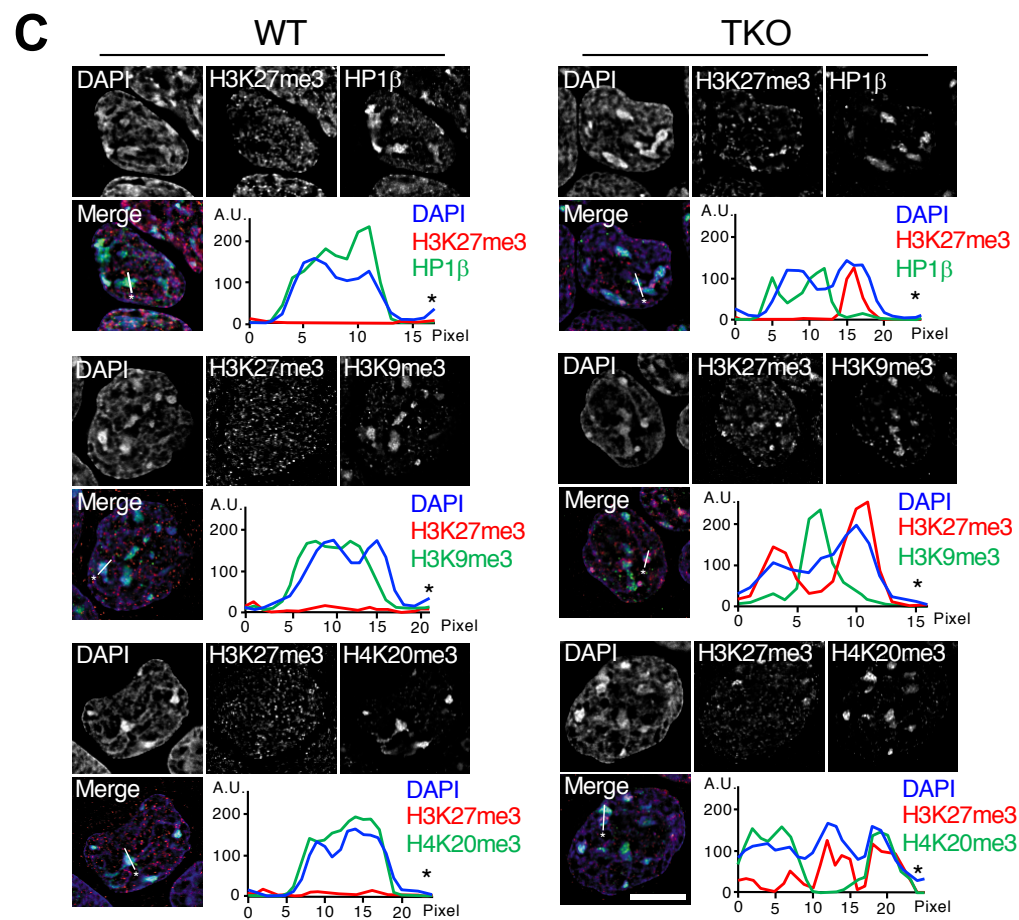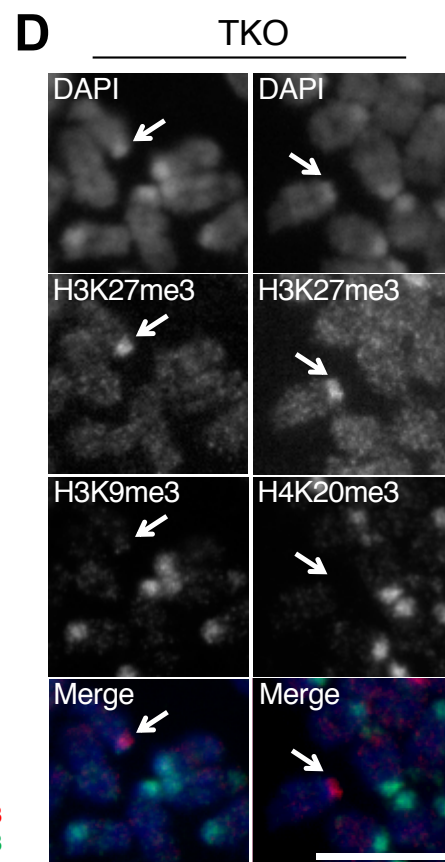

Figure S2. Extensive loss of DNA methylation results in the formation of H3K27me3 foci within pericentromeric major satellite repeats. **(A)** H3K27me3 foci are formed in extensively DNA hypomethylated TKO ES cells. H3K27 methylation signals are distributed throughout euchromatin in wild-type ES cells (left panel). In the extensively hypomethylated TKO ES cells, signals are abnormally enriched within discrete domains, termed H3K27me3 foci (right panel). Overlay with DAPI (blue) revealed that the H3K27 methylation foci (red) were formed within DAPI-dense pericentromeric heterochromatin (PH) regions. **(B)** H3K27 methylation foci were observed to form in the region of major satellite repeats. Major satellite repeats (top), minor satellite repeats (middle), and telomere repeats (bottom) were detected simultaneously with H3K27me3 foci in interphase nuclei by immunofluorescence in situ hybridization (immuno-FISH) by targeting specific repetitive sequences. Only the pericentromeric major satellite repeat signals (green) overlapped with the H3K27me3 foci (red), resulting in yellow signals in the merged images. **(C)** Regional loss of heterochromatin markers occurred at the H3K27me3 foci. Colocalization analysis between the H3K27me3 foci and several heterochromatin markers (HP1 β , H3K9me3, and H4K20me3) in the PH of the wild-type (left) and TKO (right) ES cells. DAPI, H3K27me3, and the heterochromatin markers were imaged on the same focal plane and colored in blue, red, and green, respectively, in the merged images. The charts show the immunofluorescence signal intensities (A.U., arbitrary units) plotted along the white line shown in each of the magnified images of the PH. In wild-type ES cells, the distribution patterns of the heterochromatin markers (green lines) correlated well with those of DAPI (blue lines), indicating that these markers were enriched in the PH. The intensity of H3K27 methylation (red) was low in these cells. In the TKO ES cells, enrichment of heterochromatin markers was absent from the H3K27me3 foci. **(D)** The distribution patterns of the heterochromatin markers (H3K9me3 and H4K20me3) and H3K27me3 were mutually exclusive in the PH of mitotic chromosomes. Arrows indicate the H3K27me3-enriched PH of a mitotic chromosome showing depletion of the heterochromatin markers. The cell images were collected at multiple stage positions using a deconvolution fluorescence microscope (see details in **Materials and Methods**) and images at one focal plane are shown. Scale bars, 10 μ m.

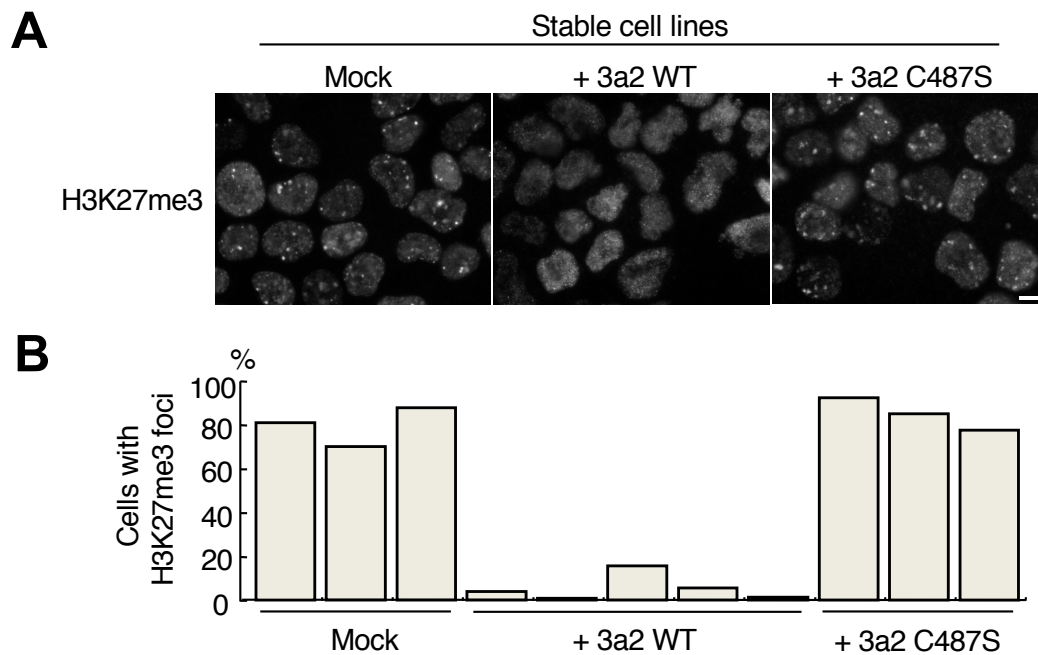

Figure S3. H3K27me3 foci are formed in a DNA methylation-dependent manner. (A) Immunostaining of H3K27me3 in DKO cell lines in which wild-type Dnmt3a2 or “catalytic-dead” Dnmt3a2 (C487S) was stably re-expressed. Cell lines containing an empty vector were used as the control (mock). The cell images were collected at multiple stage positions using a deconvolution fluorescence microscope (see details in **Materials and Methods**) and images at one focal plane are shown. Scale bar, 10 μ m. (B) Percentage of cells with H3K27me3 foci in each cell line. H3K27 methylation foci formation was prevented only in those lines expressing wild-type Dnmt3a2 protein, suggesting that abnormal H3K27 foci are formed in a DNA methylation-dependent manner. Several independent cell clones were generated and used in this experiment.

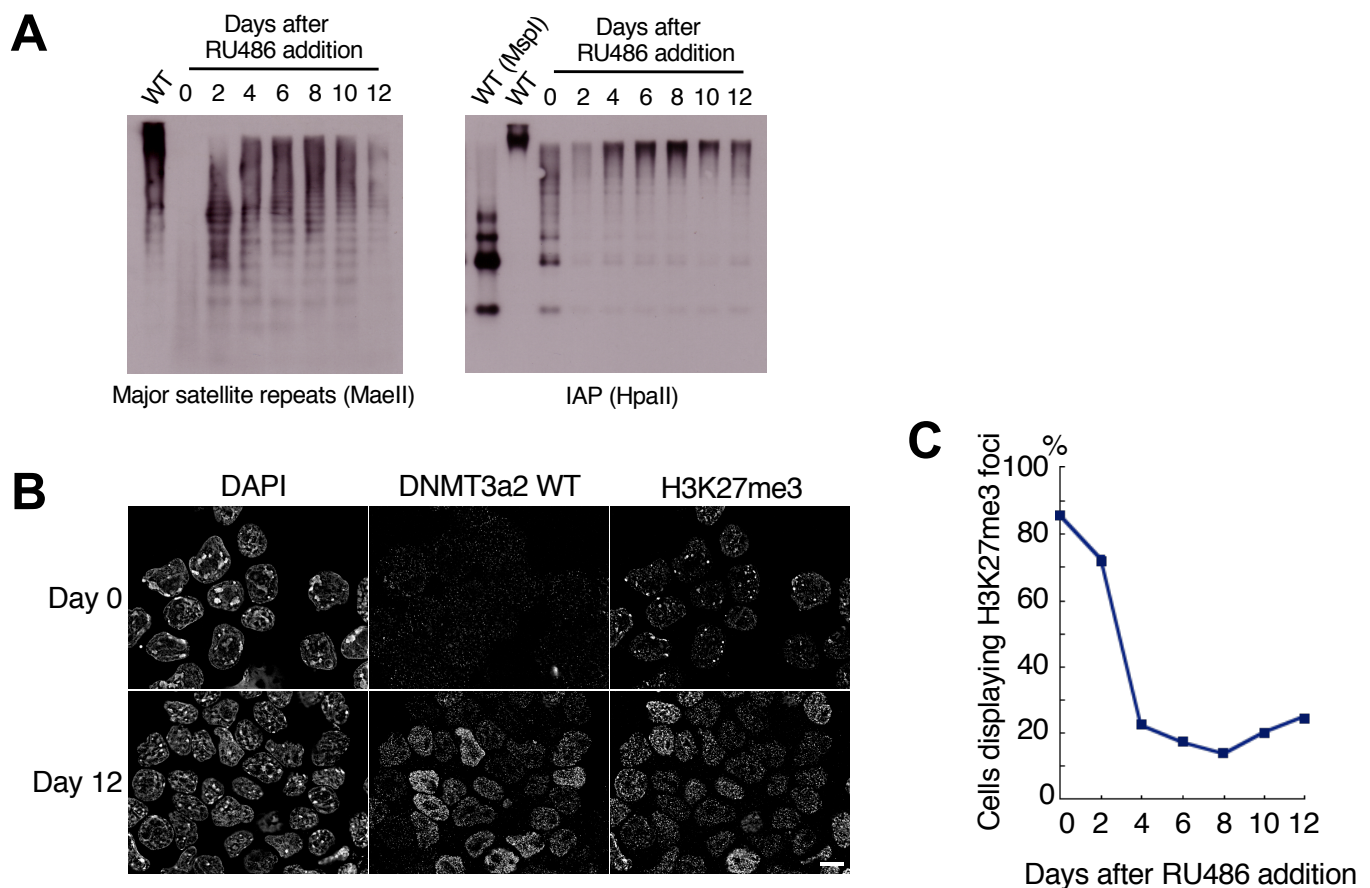

Figure S4. Establishment of a DKO ES cell clone stably expressing RU486-inducible wild-type Dnmt3a2. **(A)** DNA methylation of major satellite repeats and intracisternal A particle (IAP) was analyzed by Southern blotting in a *Dnmt3a*^{-/-}*Dnmt3b*^{-/-} double-knockout (DKO) ES cell line stably expressing RU486-inducible Dnmt3a2. Genomic DNA was extracted from cells at each indicated time point after the addition of RU486 and then digested with methylation-sensitive (HpaII or MaeII) or methylation insensitive (MspI) restriction enzymes. Southern blotting was then carried out using the probe indicated at the bottom of each blot. DNA methylation in both the pericentromeric major satellite repeats and IAP was restored over time in the presence of RU486. **(B)** Immunostaining of Dnmt3a and H3K27me3 before (day 0) and after (day 12) RU486 treatment. The cell images were collected at multiple stage positions using a deconvolution fluorescence microscope (see details in **Materials and Methods**) and images at one focal plane are shown. Scale bar, 10 μ m. **(C)** The percentage of cells with H3K27me3 foci was scored at each time point. Cells with intense H3K27me3 foci (apparently brighter than nucleoplasmic foci) at DAPI-dense pericentromeric heterochromatin regions were counted as foci-positive cells.

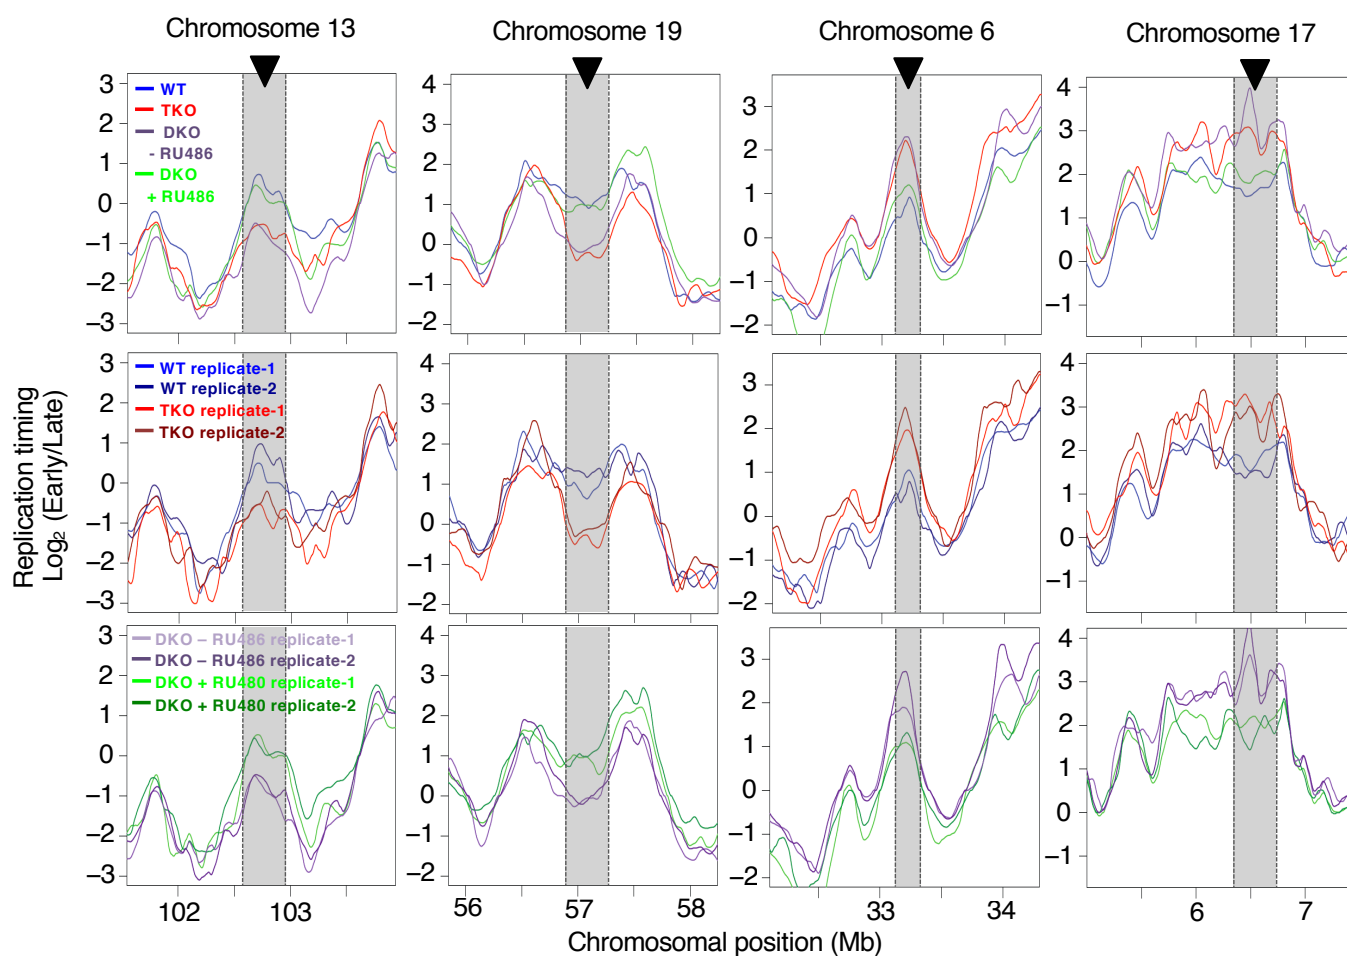

Figure S5. Reproducibility of the replication timing changes upon Dnmt depletion. The average replication timing profiles of representative timing switching regions from **Figure 2E** are shown in the top panels. Replication timing profiles of the same regions from two independent experiments are shown in the middle and bottom panels, indicating the high reproducibility of these timing changes.

A

	WT	TKO	DKO - RU486	DKO + RU486	
WT	1.00	0.96	0.92	0.95	
TKO	0.96	1.00	0.95	0.96	
DKO - RU486	0.92	0.95	1.00	0.98	
DKO + RU486	0.95	0.96	0.98	1.00	
46C (ES cell)	0.92	0.93	0.92	0.93	
D3 (ES cell)	0.89	0.92	0.92	0.92	
TT2 (ES cell)	0.91	0.91	0.90	0.91	
NPC	0.82	0.77	0.77	0.81	↓ Differentiated cells
Myo	0.76	0.70	0.69	0.73	
MEF	0.75	0.69	0.68	0.72	

Correlation (Pearson R)

B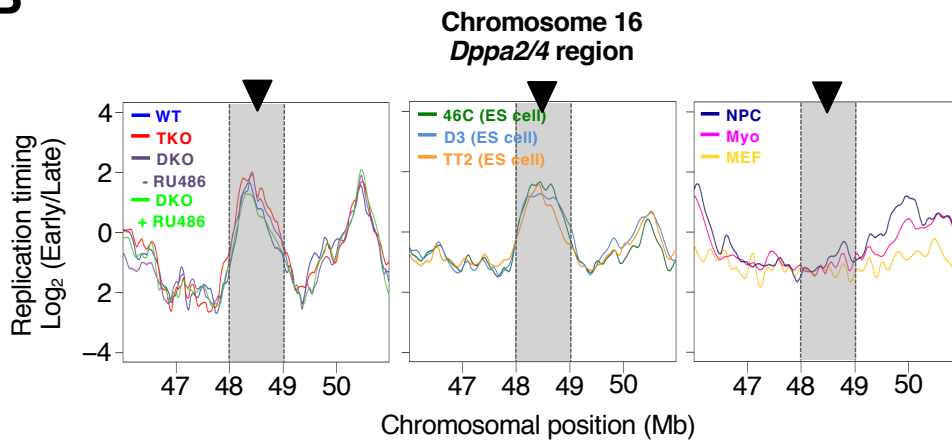

Figure S6. Pluripotent cell-specific replication timing is retained in Dnmt-depleted ES cells. **(A)** Correlation analysis (Pearson's r values) of the replication timing datasets from all the cell lines tested in this study. **(B)** Replication timing profiles of *Dppa2/4* regions from genome-wide analysis of each of the indicated cell lines.

Number of affected genes after DNMT3a2 induction (DKO + RU486 vs. DKO – RU486)

	>2 fold up	<2 fold down	Total number of genes within domains
LtoE (FDR = 1%)	7	0	579
LtoE (FDR = 5%)	16	2	1,880
EtoL (FDR = 1%)	0	0	125
EtoL (FDR = 5%)	2	5	404
EtoE (FDR = 10%)	47	33	9,260
LtoL (FDR = 10%)	39	14	1,868

Figure S7. Summary of the number of genes showing more than two-fold change within the LtoE, EtoL, EtoE, and LtoL regions defined in Figure 4A.

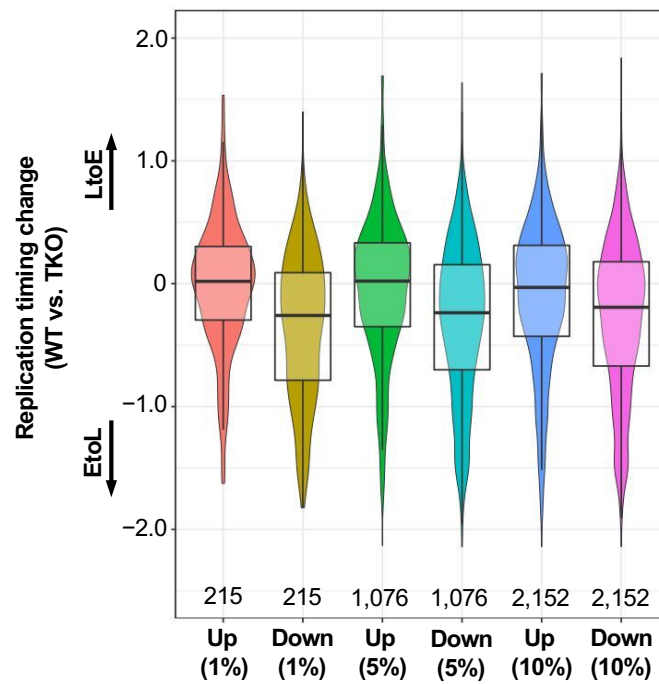

Figure S8. Relationship between replication timing changes and transcription changes in TKO cells (the same analysis done in Figure 4C). Box plots showing the replication timing changes in genomic regions of genes scoring in the top 1%, 5%, and 10% in terms of up- and down-regulation. The number of genomic regions analyzed is indicated below each plot. Gene expression data were obtained from the GEO database (accession number GSE20177).

How the deposited data were processed for this re-analysis (not part of the article)

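Replication timing was measured in mouse ES cells of 4 groups, with 2 biological replicates each: WT (J1), TKO, which lack Dnmt1, Dnmt3a and Dnmt3b, and DKO cells, which lack Dnmt3a and Dnmt3b and carry an inducible Dnmt3a2, without (DKO − RU486) and with induction (DKO + RU486). Each replicate gave 1 library from early and 1 from late S phase cells after BrdU labeling and immunoprecipitation, so each group had 4 libraries. The deposited values are log2 ratios of early over late reads in 5-kb windows on mm10, which the authors made from libraries scaled to their total reads and smoothed by LOESS over 300 kb. The 8 deposited profiles hold the same sorted values, so they had been quantile-normalized to one another before deposit, a step that the methods do not name. The table holds no read counts, and the depth of each library is unknown, so the precision was taken from the replicates.

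The 5-kb windows were averaged into 13317 fixed 200-kb segments in R 4.3.3 with data.table 1.17.8, and every segment with at least 1 window was kept, chromosomes X and Y included. For TKO against WT and for DKO + RU486 against DKO − RU486, the absolute difference of the group means in each segment was set against the absolute differences between replicates of both groups, pooled over segments and divided by the square root of 2, and the share of replicate differences at least as large gave the p-value. Storey q-values were computed from these p-values, with cutoffs of 0.01 and 0.05. EtoL segments have a negative and LtoE segments a positive change. The same test was run for DKO − RU486 and for DKO + RU486 against WT, for which the paper gives correlations but no called segments. The tests were run first on data simulated with the replicate spread of each comparison. Overlaps, correlations of changes and medians of classes and gene lists were tested against all circular rotations of the segments along the genome, which keep the runs of neighboring segments and match neither timing nor gene density. The smallest p-value that the rotations can give is 7.51e-05. P-values of classes and of lists were adjusted by the Benjamini-Hochberg method.

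Genes came from the annotation of GRCm38.p6, the sequence of mm10, and a gene was placed in the segment that holds its middle or, for the named regions, in each region that it overlaps. Gene lists were written before the data were examined: pluripotency genes, germline genes silenced by DNA methylation, the Rhox, MageA, Hox and protocadherin clusters, imprinted genes, 2-cell-stage genes, neural, mesoderm and endoderm, and trophoblast lineage genes, olfactory and vomeronasal receptor clusters, zinc finger gene clusters, defensin, keratin-associated and serpin clusters, fibroblast markers and the DNA methylation machinery. The text names the regions that the paper shows, for each comparison and direction the 8 regions of neighboring called segments with the largest change in one direction in all 4 pairs of single replicates, with up to 5 of their genes, and for each gene list up to 4 called genes with the largest change. This rule was set before the data were examined.

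Alternatives set at the same time were the form of the distance, the replicate differences it was set against, Benjamini-Hochberg in place of Storey q-values, shifted or 100-kb segments, a minimum of 20 of 40 windows, quantile normalization, limma 3.58.1 on 2 or on all 4 groups, limma with a replicate block, and leaving out each replicate in turn. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9. The imaging, the DNA combing, the expression arrays and the H3K27me3 profiles of the paper were not analysed here, and neither were the published profiles of other cells in Figure S6. No genome sequence was at hand, so base composition was not examined, and gene density was used in its place.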

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

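Of the tests in this part, the comparison of spreads between replicates and all alternatives for DKO − RU486 and DKO + RU486 against WT were chosen only after the result was seen, and the paper gives correlations of the DKO groups with WT (Figure S6A) but no segments called between them.

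DKO − RU486 cells, which keep Dnmt1, differed from WT cells in many segments: at a q-value cutoff of 0.01, 3133 segments replicated later and 3555 earlier than in WT, and for DKO + RU486 against WT the counts were 1427 and 1483. With limma over all 4 groups they were 1601 and 1354 for DKO − RU486 and 553 and 452 for DKO + RU486, without any one replicate of the groups compared 279 to 700 and 123 to 432, and 0 to 119 and 0 to 85 (for TKO against WT 0 to 617 and 0 to 342, which overlaps both), and without the division by the square root of 2 in the distance test 1359 and 1070, and 0 and 0 (with the division, 2588 and 2724 segments of DKO + RU486 had an unadjusted p under 0.05). A smaller spread between replicates of DKO − RU486 is argued against as the whole cause, since the SD over segments of the difference from WT was itself 1.43 times that of TKO. A difference of the clone or its culture that induction leaves in place cannot be told apart from an effect of the missing enzymes. The change upon induction had a slope of -0.278 on the difference from WT, short of the -0.3 that had been set as its limit. The design has 1 clone per genotype. TKO cells lack the same 2 enzymes, and Dnmt1 too, with 345 segments called later and 120 earlier than in WT. With no library shared, the differences of TKO and of DKO − RU486 from WT had a mean r of 0.548 (permutation test over rotations, p = 7.51e-05, the smallest value it can give). Both differences are still from the same WT line, so anything particular to WT enters both and would give a positive r.

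On chromosome Y, the segments of DKO − RU486 had a median change of 0.71 from WT, against 0.018 in the rest of the genome (adjusted p = 0.0225, permutation test over rotations). Of its 453 segments, 390 were LtoE. The chromosome is 1 run of neighboring segments, so few separate placements of it exist along the genome. Rotations by a few segments are near copies of one another, and the p-value may be too small. Neither TKO against WT nor induction gave such a shift (medians -0.044 and 0.059). TKO cells lack Dnmt3a and Dnmt3b too, so their median argues against the absence of these 2 enzymes alone as the cause, though they also lack Dnmt1. For DKO + RU486 against WT, 1427 EtoL and 1483 LtoE segments were called with chromosome Y, and 1301 and 1098 without it. No other explanation was tested.

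The zinc finger gene cluster of chromosome 4 had the largest advance upon Dnmt loss (1.93, in a segment with 20 of its 40 windows) and the largest delay upon induction (-1.88) among the named regions, and the paper does not discuss it. Its genes are near copies, and reads shared between them could not be examined without the sequences.

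The imprinted region of chromosome 12 from Dlk1 to Mirg replicated earlier upon Dnmt loss, by 1.82 at Rian and Mirg, and changed by 0.11 there upon induction (q = 0.689). The difference between these changes was not tested.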

How the results depend on the processing

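The alternatives for comparisons with WT other than TKO, the removal of gene density, the exclusion of chromosome Y, the other baseline and all alternatives for gene lists were chosen after seeing the data. The correlation of changes stayed between -0.361 and -0.473 and past its test in all alternatives run on it. The changes in the regions of Figure 2E and the Dppa2/4 region kept their direction with narrower limits. Leaving out a replicate could not reverse the named regions and genes, which were chosen for one direction in all pairs of single replicates. The counts of called segments moved far more, and where a number is given below without a reason, the cause was not tested. The planned quantile normalization moves nothing, since the deposited values are already on one distribution. Depth is unknown, so its limits cannot be given, and with 2 replicates per group the spread of a single segment is poorly known.

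In what follows, counts are EtoL and LtoE upon Dnmt loss, EtoL and LtoE upon induction, then the overlaps of EtoL upon loss with LtoE upon induction and of LtoE with EtoL. With replicate differences not divided by the square root of 2, the distance test gave 0, 0, 0 and 0 with overlaps of 0 and 0 (864, 571, 404 and 625 at an unadjusted p under 0.05). This larger yardstick is the cause. With replicate differences of all 4 groups as the null, it gave 465, 191, 0 and 0 with overlaps of 0 and 0 (860 and 1098 upon induction at an unadjusted p under 0.05). The replicate differences of both WT and TKO then entered the test of induction, and which of them moved the counts was not tested. With those of the control group alone, it gave 803, 492, 457 and 716 with overlaps of 290 and 105. In 26604 segments of 100 kb, the counts were 418, 109, 142 and 173 with overlaps of 42 and 22, which cover 41.8, 10.9, 14.2 and 17.3 Mb with overlaps of 4.2 and 2.2 Mb, against 69, 24, 18.6 and 29 Mb with overlaps of 9.6 and 3.6 Mb in 200-kb segments. With limma on the 2 groups, the counts were 0, 0, 46 and 56 with overlaps of 0 and 0 (1751, 1710, 1101 and 1291 at an unadjusted p under 0.05), and over all 4 groups 359, 211, 3 and 2 with overlaps of 1 and 1 (permutation test over rotations, p = 0.0533 and 0.0433). With gene density removed, LtoE upon loss rose to 187. The Euclidean distance, Benjamini-Hochberg values, shifted segments, the minimum of 20 windows and the exclusion of chromosome Y left these counts within a factor of 1.5.

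Replicates of equal number shared little deviation within the comparisons: r of the deviations of replicates from their group means was 0.035 for WT with TKO and 0.106 for the DKO groups. A small r does not show that replicates of equal number were processed apart, and whether they were paired is not known. It was 0.407 for TKO with DKO + RU486, and -0.111, -0.090 and -0.0095 for WT with DKO − RU486, WT with DKO + RU486 and TKO with DKO − RU486. With the replicate block in limma, the counts were 534, 251, 81 and 106 with overlaps of 37 and 26.

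Leave-one-out used limma over all 4 groups, with the lone sample assumed to vary like the other groups. It gave 0 to 617 EtoL and 0 to 342 LtoE segments upon loss (3 and 1 without WT replicate 1, 0 and 0 without WT replicate 2, 617 and 342 without TKO replicate 1, 233 and 146 without TKO replicate 2). Upon induction it gave 0 EtoL and 0 LtoE without any one DKO replicate (494 to 1129 and 461 to 1012 at an unadjusted p under 0.05). The overlaps were 0 to 8 and 0 to 17. Of the 46 named regions and genes upon loss, 9 were called without WT replicate 1, 0 without WT replicate 2, 46 without TKO replicate 1 and 35 without TKO replicate 2, and of the 39 upon induction none was called without any one DKO replicate. Pearson's r of TKO with WT was 0.947 over 5-kb windows and 0.941 to 0.957 without each replicate, and r of the DKO groups 0.969 to 0.978.

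For DKO − RU486 against WT, the EtoL and LtoE counts were 1359 and 1070 without the division by the square root of 2, 1601 and 1354 with limma over all 4 groups, 279 to 700 and 123 to 432 in leave-one-out, and LtoE 2160 with Benjamini-Hochberg values. For DKO + RU486 against WT, they were 0 and 0 without the division in the distance test (2588 and 2724 at an unadjusted p under 0.05 with it), 883 and 923 with the Euclidean distance, 880 and 845 with Benjamini-Hochberg values, 698 and 587 with limma on the 2 groups, 553 and 452 over all 4 groups, 695 and 582 with the replicate block, and 0 to 119 and 0 to 85 in leave-one-out.

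Segments early in WT had a median change of 0.015 upon loss, which became 0.061 with the baseline taken from the DKO groups (permutation test over rotations, adjusted p = 0.00796 over the 2 classes of this baseline, and 0.0995 over the 25 classes used for the main values, where it does not pass). Segments early in DKO − RU486 had one of -0.046 upon induction (adjusted p = 0.00188, same permutation test), which became -0.014 with the baseline from WT and TKO (adjusted p = 0.897), and whether the shared libraries or the other cells account for this was not tested. The number of gene lists past 0.05 was 0 upon loss and 5 upon induction, 3 and 9 with mean timing and gene density removed, and 0 to 1 and 2 to 5 without each replicate in turn. Without each replicate, the medians upon induction were 0.17 to 0.40 for pluripotency genes (not past 0.05 without DKO − RU486 replicate 2 or DKO + RU486 replicate 1), 0.23 to 0.69 for Hox clusters (not without DKO + RU486 replicate 2), 0.29 to 0.38 for neural genes (past 0.05 each time), -0.12 to -0.054 for olfactory receptor clusters (not without DKO − RU486 replicate 2 or DKO + RU486 replicate 1) and 0.14 to 0.50 for the DNA methylation machinery (not without DKO + RU486 replicate 1).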

Differences from the paper's values

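For TKO against WT at a q-value cutoff of 0.01, the paper gives 628 EtoL segments, and 345 were found here. Of the alternatives set before the data were examined, the replicate differences of all 4 groups (465) or of the control group alone (803), limma with the replicate block (534) and limma over all 4 groups without TKO replicate 1 (617) came within a factor of 1.5 of the paper's value. The other distances, Benjamini-Hochberg values, the other segments, the minimum of 20 windows, limma without a block, and the other replicates left out in turn did not. The paper gives 300 LtoE segments, and 120 were found here. Limma over all 4 groups (211), limma with the replicate block (251) and limma over all 4 groups without TKO replicate 1 (342) came within that factor, and the other alternatives did not. At a cutoff of 0.05, the paper shows about 900 LtoE segments in Fig. 2B, read by eye, and 565 were found here, and no alternative was run at this cutoff.

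The paper shows an overlap of about 91 segments between EtoL upon Dnmt loss and LtoE upon induction in Fig. 2D, read by eye, and 48 were found here. Segments shifted by 100 kb (67) came within a factor of 1.5, and the other alternatives did not. For LtoE upon loss with EtoL upon induction, the paper shows about 41 in Fig. 2D, read by eye, and 18 were found here, and none of the alternatives came within that factor.

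The paper states that the latter overlap was the smaller one. In number (18 against 48) and as a share of the segments changed upon induction it was smaller here too, while as a share of the segments changed upon loss (15% against 13.9%) and as an excess over chance (21.5-fold against 12.8-fold) it was larger.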

Other observations

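Of the tests in this part, those on gene density as a cause of the opposite changes, on gene-dense EtoL segments, on an axis shared by all groups and on gene lists without a replicate or with mean timing and gene density removed were chosen only after the result was seen.

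The changes upon Dnmt loss and upon Dnmt3a2 induction ran opposite ways across the genome. After a smooth function of mean timing was removed from both, their r was -0.473, after regression on the 4 differences between replicates it was -0.421, and after mean timing and gene density were removed it was -0.449, each past the -0.3 set to exclude that explanation as the whole cause. The correlation was below -0.3 on 18 of the 21 chromosomes, and weakest on Y (-0.045), so a few chromosomes do not carry it. A candidate explanation is that the same segments respond to loss and gain of the enzymes, a hypothesis found and examined on the same data. RU486 itself remains open for the change upon induction, and the single clone per genotype for the change upon loss, since each goes with a group there. By the paper's description the DKO groups are the same clone with RU486 or ethanol, so clone does not separate them. DNA methylation in these segments was not measured here.

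Replicates 1 and 2 of TKO and of DKO + RU486 differed in the same segments (r of the replicate deviations 0.407), and gene-dense segments called EtoL upon Dnmt loss were among them. A trend with replication timing is argued against, since r was 0.412 with mean timing removed. For gene density over all segments, the rank correlation with the replicate difference of DKO + RU486 was 0.0180 in size, under the limit set to exclude it. But the 1999 segments with 4 or more genes had median replicate differences of 0.11 in TKO and 0.097 in DKO + RU486. Over all segments these were -0.018 and -0.0081, so a trend in gene-dense segments is left open. An axis shared by all groups, as from a common day, is argued against by 4 of the 6 pairs of groups with r under 0.1. Within the EtoL segments, those with 4 or more genes exceeded the others by 55.6 percentage points in the share with TKO replicate 1 above replicate 2, which describes the pattern and does not explain it. Whether one TKO replicate makes the EtoL calls cannot be told apart from a smaller true delay, since 84.9% of them kept a change past the size called at a q-value of 0.05 in the replicate nearer to WT, between the limits set.

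Upon Dnmt loss, the segments of the DNA methylation machinery had a median change of -0.35 (adjusted p = 0.0881, permutation test over rotations), which passed 0.05 without WT replicate 2 (-0.42, adjusted p = 0.0281) and without TKO replicate 1 (-0.56, adjusted p = 0.00894), and upon induction 0.30 (adjusted p = 0.00808) with none of 16 segments called, which did not pass without DKO + RU486 replicate 1 (0.14, adjusted p = 0.295). The defensin, keratin-associated and serpin clusters had medians of -0.20 and -0.070 (adjusted p = 0.202 and 0.477, same permutation test; the latter -0.21 and 0.0105 with mean timing and gene density removed), fibroblast markers -0.19 upon loss (0.390), mesoderm and endoderm genes 0.16 and 0.077 (0.574 and 0.388), trophoblast genes -0.015 and 0.12 (0.903 and 0.356), 2-cell-stage genes -0.15 and 0.11 (0.574 and 0.371), and protocadherin clusters 0.12 and 0.035 (0.903 and 0.802). Olfactory receptor clusters had medians of 0.13 and -0.10 (adjusted p = 0.390 and 0.0357), and the latter did not pass without DKO − RU486 replicate 2 (-0.11, adjusted p = 0.140) or DKO + RU486 replicate 1 (-0.054, adjusted p = 0.749). Vomeronasal receptor clusters had 0.14 and -0.11 (0.401 and 0.106). With mean timing and gene density removed, the medians upon induction were -0.28 for olfactory (adjusted p = 0.00128) and -0.13 for vomeronasal receptor clusters (adjusted p = 0.0224). Zinc finger gene clusters had 0.085 and -0.030 (0.431 and 0.554) and germline genes 0.10 and -0.061 (0.767 and 0.554), and with mean timing and gene density removed the medians upon induction were -0.092 (adjusted p = 0.0105) and -0.23 (adjusted p = 0.0123). The Rhox cluster had 0.0042 and -0.36 (0.942 and 0.342), the MageA cluster -0.057 and -0.17 (0.903 and 0.554), Hox clusters -0.11 upon loss (0.767), neural genes 0.022 upon loss (0.942) and imprinted genes 0.067 upon induction (0.356).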
